# TXNDC9 promotes hepatocellular carcinoma progression by positive regulation of MYC-mediated transcriptional network

**DOI:** 10.1038/s41419-018-1150-4

**Published:** 2018-10-31

**Authors:** Dawei Chen, Jixue Zou, Zhenguo Zhao, Xiaodong Tang, Zhicheng Deng, Jingchao Jia, Shuanghai Liu

## Abstract

The thioredoxin domain containing proteins are a group of proteins involved in redox regulation and have been recently reported to be associated with tumor progression. However, the role of thioredoxin proteins in hepatocellular carcinoma (HCC) remains largely unknown. Here in our study, we demonstrated that thioredoxin domain containing protein 9 (TXNDC9) was over-expressed in HCC and promoted HCC progression. We found that TXNDC9 expression was amplified in HCC tissues and associated with an advanced grade of HCC. And, we demonstrated that overexpression of TXNDC9 was correlated with poor prognosis of HCC. Furthermore, by using CRISPR-Cas9 mediated TXNDC9 knockout and RNA-seq analysis, we found that TXNDC9 accelerated HCC proliferation regulation. Moreover, we demonstrated that TXNDC9 directly interacted with MYC and knockout/knockdown of TXNDC9 decreased the protein levels of MYC and inhibited MYC-mediated transcriptional activation of its targets. Besides, we identified that TXNDC9 was trans-activated by FOXA1, JUND, and FOSL2 in HCC. Taken together, our study unveiled an oncogenic role of TXNDC9 in HCC and provided a mechanistic insight into the TXNDC9 mediated gene regulation network during HCC development.

## Introduction

Hepatocellular carcinoma (HCC) is an increasingly serious health problem, with over 700,000 new cases every year worldwide^1–3^. HCC is characterized by a high and increasing incidence, a late diagnosis when curative-intent treatments are not feasible, a low resectability rate, a high recurrence after a curative-intent surgery, a poor response to medical treatments, and finally a grave prognosis^4^. The mortality rate due to HCC in most countries is nearly equal to the incidence rate, indicating the lack of effective therapies at diagnosis^5^. Hence, it is critical to explore novel biomarkers for HCC diagnosis, prediction of patient and treatment outcomes, and individualization of targeted therapies^6,7^.

Thioredoxin (TRX) domain containing proteins are a group of redox proteins that catalyze the reversible oxidation of cysteine thiol to disulfide^8,9^. This superfamily of proteins has roles in various functions in the regulation of redox homeostasis, oxidative stress, disulfide-containing proteins, and transcription^10,11^. Emerging evidence on cancer development has shown that the thioredoxin system contributed greatly to tumorigenesis and that aggressive tumors expressed high levels of thioredoxin^12–14^. Thioredoxin domain containing 9 (TXNDC9), also known as phosducin-like protein 3 (PHLP3), is a distinct member of thioredoxins, which have ATP binding protein activity. It modulates the ATPase activity of chaperonin TCP1 complex, a key complex for protein folding, and diminishes actin and tubulin folding^15^. Interestingly, recent studies have demonstrated that TXNDC9 was overexpressed in colorectal cancer, indicating a potential oncogenic function of TXNDC9 in malignant diseases^16^. However, the role of TXNDC9 in HCC and the mechanism by which TXNDC9 may exert an oncogenic function remains largely unknown.

Here, we demonstrated that TXNDC9 was highly expressed in HCC and that the high expression of TXNDC9 was a poor prognosis factor of HCC. The knockout/knockdown of TXNDC9 resulted in a significant inhibition of the growth of HCC cells. Moreover, we observed that TXNDC9 directly interacted with MYC and stabilized the MYC protein, and the knockout of TXNDC9 impaired the binding of MYC to chromatin. Finally, we found that FOXA1, JUND, and FOSL2 bound at the promoter of TXNDC9 and led to TXNDC9 overexpression in HCC.

## Materials and methods

### Enrolled patients

A total of 208 patients with HCC who had undergone surgical resection at Jiangyin People’s Hospital, School of Medicine, Southeast University from January 2010 to December 2014 were enrolled in this study. This study included 176 males and 32 females, with a mean age of 50.9 years old (from 25 to 75 years old). The follow-up period in this study ranged from 2 to 86 months after surgery. This research was performed in accordance with the ethical standards of Jiangyin People’s Hospital, School of Medicine, Southeast University and the Declaration of Helsinki and its amendments. Written consents were acquired from all participants.

### Tissue microarray (TMA) construction and immunohistochemistry

TMAs were constructed using HCC and paired adjacent noncancerous liver tissue specimens from each patient. The slides were immunolabeled by a primary rabbit monoclonal antibody against human TXNDC9 (1:100, Abcam, Cambridge, UK). The staining intensity for TXNDC9 was graded as 0 (negative), 1 (weak), or 2 (strong). The staining extent was graded as 0 (0%), 1 (1–25%), 2 (26–50%), 3 (51–75%), or 4 (76–100%). Specimens were classified into negative (0–1), weakly positive (2–4), or strongly positive (5–6), based on the sum of the staining intensity and staining extent scores. Weakly and strongly positive were considered as positive. The slides were analyzed by two independent researchers.

### RNA extraction and quantitative real-time polymerase chain reaction (qPCR)

Total RNA of frozen tissues was extracted using an All-Prep DNA/RNA Mini kit (Qiagen, Hilden, Germany). cDNA was reverse transcribed with the A3500 RT-PCR System (Promega Corporation, Madison, WI, USA) from 1 μg of total RNA. The relative TXNDC9 mRNA levels were detected by qPCR with Mastercycler^®^ ep realplex (Eppendorf, Hamburg, Germany) using an iQ^TM^ SYBR^®^ Green Supermix kit (Bio-Rad, Hercules, CA, USA). The mRNA levels were normalized to those of β-Actin. The following specific primers for qPCR were used: TXNDC9-F: 5′- CTGCTTCAGACTACCAAACTGG-3′, TXNDC9-R: 5′- CTCTGTAGAAATGGCAAACCACA-3′; SRM-F: 5′-GTGGTGGCCTATGCCTACTG-3′, SRM-R: 5′-CTCCTGGAAGTTCGTGCTCG-3′; DUSP2-F: 5′-GGGCTCCTGTCTACGACCA-3′, DUSP2-R: 5′-GCAGGTCTGACGAGTGACTG-3′; WDR74-F: 5′-CCTGGGGTGTGTAGGATGC-3′, WDR74-R: 5′-CAAGTCCAGCCAGTCATTCCG-3′; PES1-F: 5′-GGCCACCAACTACATCACCC-3′, PES1-R: 5′-AGAATGCACAGCCGCCTAAA-3′; β-Actin-F: 5′- CATGTACGTTGCTATCCAGGC-3′, β-Actin-R: 5′-CTCCTTAATGTCACGCACGAT-3′. The relative mRNA expression levels were evaluated using the 2^−ΔΔCT^ comparative method.

### Western blot

Total protein, cytoplasmic and nuclear protein were isolated and quantified by a bicinchoninic acid protein assay kit (Beyotime Biotechnology Co., Jiangsu, China). Then, aliquots of proteins were separated on a 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to polyvinylidine difluoride filter membranes (Millipore, Bedford, MA, USA). The membranes were blocked with 5% nonfat milk and probed by a primary rabbit monoclonal antibody against human TXNDC9 (1:1000, Abcam, Cambridge, UK), GAPDH (1:5000, CST, Danvers, MA, USA) or rabbit polyclonal antibody MYC (1:1000, Santa Cruz Biotechnology, CA, USA). Following incubation with a horseradish peroxidase-conjugated secondary antibody (1:3000, Santa Cruz Biotechnology, CA, USA), blots were visualized by chemiluminescence (Millipore, Bedford, MA, USA). GAPDH was used as the loading control.

### CRISPR-Cas9 mediated TXNDC9 knockout

The HepG2 and Hep3B cell lines were purchased from the American Type Culture Collection (ATCC) and cultured in DMEM containing 10% of fetal bovine serum. The CRISPR-Cas9 system was used to create the TXNDC9 knockout. The sgRNA sequences, targeting the first exon of TXNDC9, were inserted to the lentiCRISPRv2 plasmid (Addgene Plasmid #52961)^17^. 

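TXNDC9 (ENSG00000115514) lies on chromosome 2 of hg38 from 99318982 to 99340702, on the minus strand. Its canonical transcript in GENCODE release 44 has 5 exons, and the coding sequence starts in exon 2 at position 99333210. The guide GTTGAGCTTTCCTTAGTGCC, here called guide A, matched the genome at 1 position without mismatch, on chromosome 2 from 99333033 to 99333052, followed by the PAM TGG. The guide TCTGAAGCAGCTGATGCTCC, here called guide B, matched at 1 position, from 99333150 to 99333169, followed by the PAM AGG. Both sites lay in the coding part of exon 2, which is the first coding exon, while exon 1 from 99336239 to 99336333 holds only 5′ UTR. The reference sequence around the guide A site reads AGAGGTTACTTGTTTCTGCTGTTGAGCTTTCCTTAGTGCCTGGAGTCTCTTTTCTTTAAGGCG on the plus strand, and around the guide B site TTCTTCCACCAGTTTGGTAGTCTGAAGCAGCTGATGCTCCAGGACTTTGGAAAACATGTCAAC. The expected cleavage position of guide A was 161 bases from the first coding base and that of guide B 44 bases from it, 117 bases apart. The RT-qPCR forward primer CTGCTTCAGACTACCAAACTGG (99333138 to 99333159) shared 10 bases with the guide B site, and the reverse primer CTCTGTAGAAATGGCAAACCACA lay in exon 3 (99327548 to 99327570). The shRNA target CGGTTCTTCTGACATTCTTAAT lay in exon 4, from 99321960 to 99321981. Elsewhere in the genome with an NGG PAM, guide A had 0 sites with 1 mismatch, 1 with 2 mismatches and 14 with 3. Guide B had 1 site with 1 mismatch, 3 with 2 and 38 with 3.

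**Figure D1:**
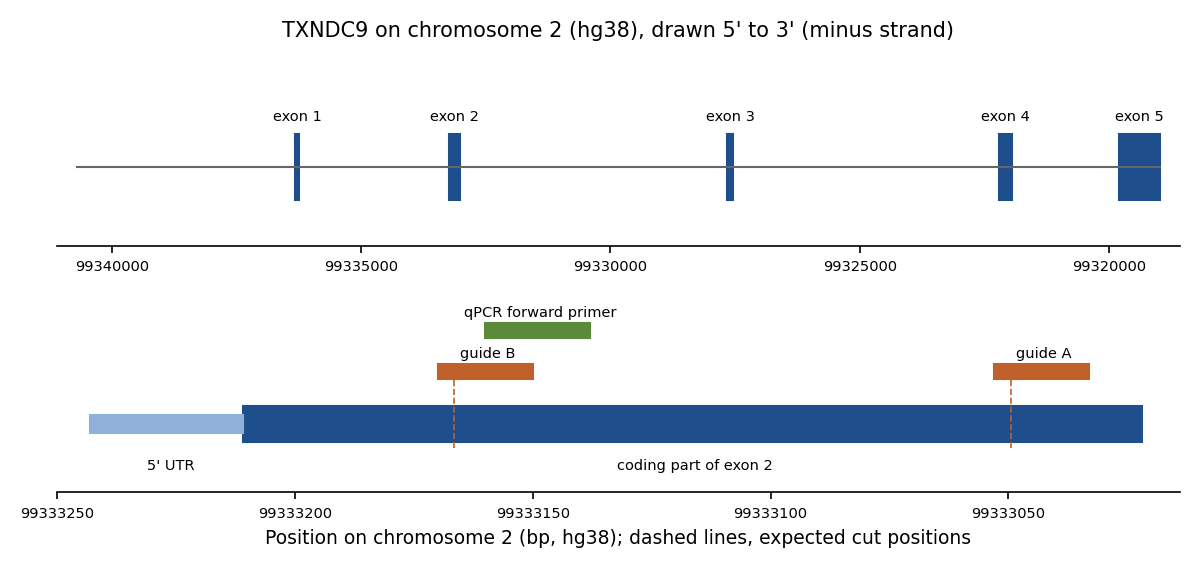
Map of TXNDC9 on chromosome 2 (hg38, base pairs), drawn from 5′ to 3′ with the 5 exons of the canonical transcript as boxes above, and exon 2 enlarged below with its 5′ UTR and coding part, both guides and the RT-qPCR forward primer. Dashed lines mark the expected cleavage positions, 44 and 161 bases from the first coding base, and the forward primer overlaps guide B by 10 bases.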

The sgRNA sequences are listed below. 5′-GTTGAGCTTTCCTTAGTGCC-3′ or 5′-TCTGAAGCAGCTGATGCTCC-3′. Lentivirus was produced as previously described^17^.

### RNA interference

siRNAs were purchased from the Genepharm co. ltd. siRNA primers are listed below. si-FOXA1-sense: 5′-GAGAGAAAAAAUCAACAGCdTdT-3′, si-FOXA1-antisense: 5′-GCUGUUGAUUUUUUCUCUCdTdT-3′; si-JUND-sense: 5′- CCCUCAAGAGUCAGAACACdTdT-3′, si-JUND-antisense: 5′- GUGUUCUGACUCUUGAGGGdTdT-3′; si-FOSL2-sense: 5′- GGAUUAUCCCGGGAACUUUdTdT-3′, si-FOSL2-antisense: 5′-AAAGUUCCCGGGAUAAUCCdTdT-3′. siRNAs were transfected into HepG2 cells using lipofectamine 2000 (ThermoFisher Scientific, MA, USA) according manufactures’ instructions. shRNA targeting TXNDC9 were constructed in plvx-sh2 vector with the following primer. shTXNDC9-F: 5′- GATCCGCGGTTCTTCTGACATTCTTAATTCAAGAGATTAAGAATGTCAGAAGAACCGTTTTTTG-3′, shTXNDC9-R: 5′- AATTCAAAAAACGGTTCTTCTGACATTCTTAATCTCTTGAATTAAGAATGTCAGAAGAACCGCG-3′.

### RNA-seq

RNA was extracted from TXNDC9 knockout or wild-type HepG2 cells using TRIzol Reagent (ThermoFisher Scientific, MA, USA) according to the manufacturer’s protocol. Polyadenylated RNA was isolated from 5 μg total RNA with the mRNA Capture Beads. An RNA-seq library was constructed with VAHTSTM mRNA-seq V2 Library Prep Kit for Illumina^®^ (Vazyme Biotech Co., Nanjing, China) according to the manufacturer’s protocol. Sequencing was performed using the Illumina Hiseq Xten platform.

### RNA-seq data processing

Reads were mapped to human genome (hg38) using TopHat2^18^ with a reference annotation from the Ensembl database. No-novel-juncs options were used to ignore de novo gene and transcript identification. A gene expression profile of each sample, as well as differentially expressed genes between wild-type and TXNDC9 knockout HepG2 cells, were identified using the Cuffdiff suite from Cufflinks^19^. Genes with two-fold changes between two groups, *q* value < 0.01 and average expression > 1 were identified as TXNDC9 regulated targets. Raw data and processed data were deposit at the GEO database with following links: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113400 with token key: gzmjeceqpnohler.

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed with the ChIP-IT high sensitivity kit (Active motif, CA, USA) in TXNDC9 knockout and wild-type HepG2 cells according to the manufacture’s instruction. Antibodies against MYC (Santa Cruz Biotechnology, CA, USA) were used. ChIP-qPCR primers were used as list below. EIF3B- ChIP-q-F: GGTCAATGCTCCCATGAGTT; EIF3B-ChIP-q-R: AGGACTCGCATCCACAAGAC; EIF4A1-ChIP-q-F: GGGATGTGGATTGTTCATGG; EIF4A1-ChIP-q-R: GGGGAGATTGCACAACACTT; CDK4-ChIP-q-F: TGGGAAGGGACTGCACTTAC; CDK4-ChIP-q-R: GAGGGGGCCTCTCTAGCTT; Negative-F: TTAGACGGAGTCGGAGCTGT; Negative-R: TCTTCAGGTCGGGCATTATC.

### Transcription enrichment analysis

The ENCODE ChIP-seq Significance tool (http://encodeqt.simple-encode.org) was used for transcription enrichment analysis. In all, −2000 to 200 bp of the transcription start site of genes regulated by TXNDC9, identified by RNA-seq analysis, were used for transcription factor enrichment.

### Statistical analysis

Correlation of TXNDC9 expression with clinicopathologic characteristics was assessed by Pearson’s *χ*^2^ test. The overall survival (OS) was evaluated by the Kaplan–Meier method using the log-rank test. Independent risk factors for OS were investigated by Cox regression analysis. Statistical analysis was conducted with SPSS 21.0 (IBM, Armonk, NY, USA). All tests were two-sided, and a statistically significant difference was considered when *p* < 0.05.

## Results

### TXNDC9 expression is significantly upregulated in human HCC tissues

To determine the effect of TXNDC9 expression on HCC progression, we examined TXNDC9 expression in HCC tissues and paired adjacent noncancerous liver tissues. We performed immunohistochemical staining of TMAs containing 208 paired samples of HCC and normal liver tissues, and observed that the frequency of TXNDC9-positive staining in cancerous tissues (70.7%, 147/208) was statistically significantly higher than that observed in normal liver tissues (28.8%, 60/208) (*p* *<* 0.001, Fig. 1a). The mRNA expression level of TXNDC9 was investigated by qPCR in 50 paired HCC and normal liver tissues that were randomly selected from the above 208 cases. In agreement with the results from immunohistochemical staining, TXNDC9 mRNA levels in HCC tissues were significantly upregulated in 23 of 50 cases (46.0%, fold change ≥ 2, Fig. 1b). We next selected several pairs of these samples and validated TXNDC9 expression using western blot. Consistent with the results above, the western blot analysis demonstrated that HCC tissues had higher TXNDC9 protein expression compared with normal liver tissues (Fig. 1c).

**Fig. 1:**
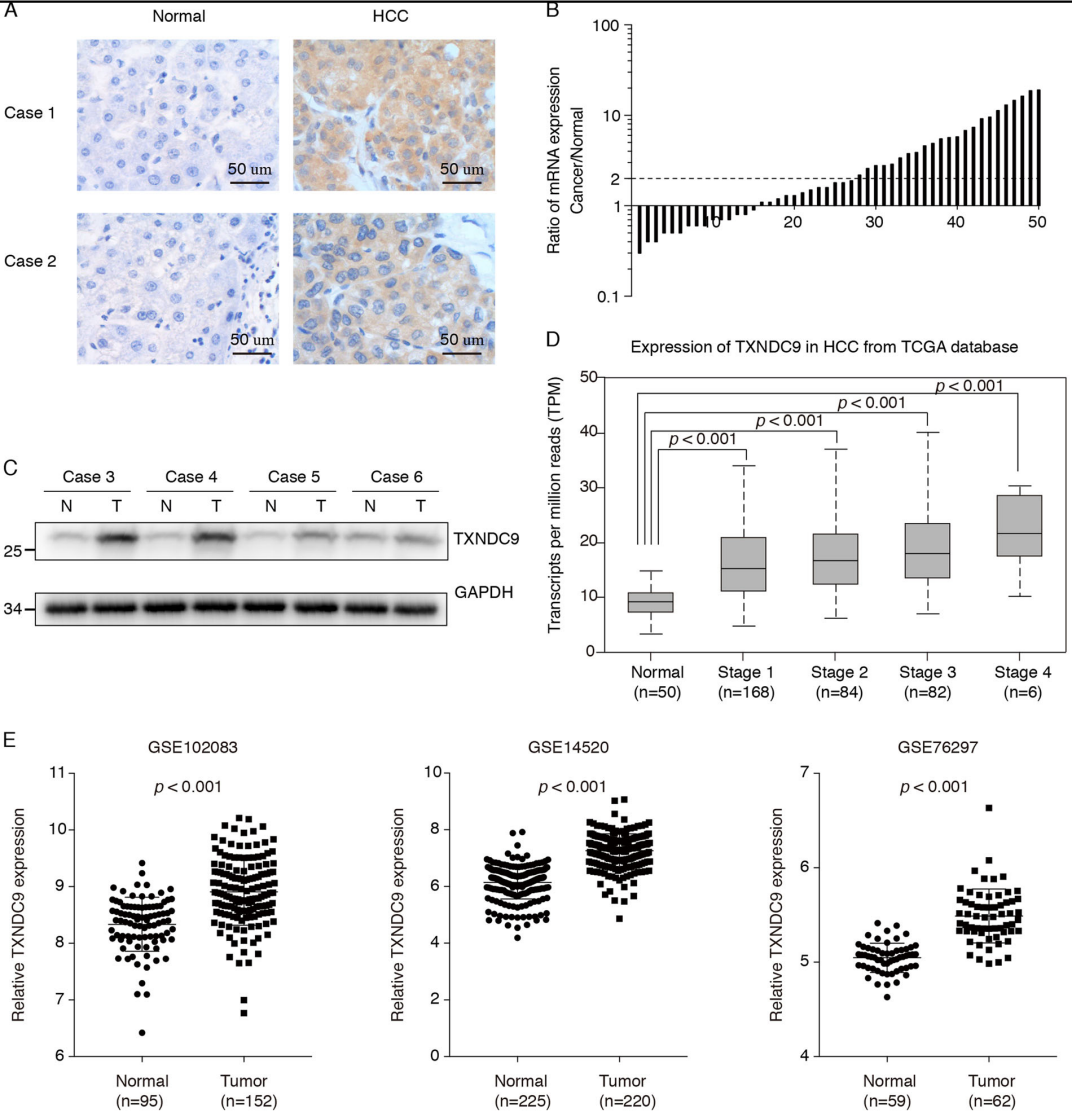
TXNDC9 was overexpressed in HCC. **a** Immunohistochemical staining of HCC tissues and paired normal liver tissues. Two representative cases are shown. **b** Waterfall plot of relative TXNDC9 mRNA expression of 50 HCC tissues and paired normal liver tissues measured using qPCR. **c** Western blot analysis of TXNDC9 protein expression in four representative HCC tissues and paired normal liver tissues. “N” represents normal liver tissue. “T” represents HCC tissue. **d** TXNDC9 gene expression levels were assessed from TCGA. Amplification of the TXNDC9 gene expression was associated with advanced disease stage. Error bars represent the mean ± SD. **e** TXNDC9 gene expression levels were assessed from GEO database. Error bars represent the mean ± SD

To further confirm our finding that TXNDC9 is aberrantly overexpressed in HCC, we analyzed the expression of TXNDC9 in HCC and normal liver tissues using datasets from The Cancer Genome Atlas (TCGA) database and seven clinical cohorts from GEO database. In accordance with our findings, the expression of TXNDC9 in HCC tissues were significantly higher than those in normal liver tissues (Figs. 1d, e and Figure S1), suggesting an oncogenic role of TXNDC9 in HCC progression.

### Correlation of TXNDC9 expression with clinicopathologic characteristics

Because TXNDC9 expression was significantly increased in HCC, we sought to determine whether TXNDC9 expression according to the TMAs immunohistochemical staining results was associated with the clinicopathologic characteristics of HCC patients (Table 1). High TXNDC9 expression was positively correlated with tumor-node-metastasis (TNM) stage (*p* *=* 0.035). This was further supported by the TCGA datasets, as illustrated in Fig. 1d, patients with a more aggressive stage tend to express a higher level of TXNDC9. In addition, we also observed that positive TXNDC9 expression was significantly related to tumor size > 5 cm (*p* = 0.013) and poor tumor differentiation (*p* = 0.022). However, there was no significant correlation between TXNDC9 expression and gender, age, hepatitis B virus DNA, alpha-fetoprotein, cirrhosis, tumor number, or portal vein invasion (all *p* > 0.05). Thus, TXNDC9 is up-regulated in HCC with advanced grade and might serve as an oncogene during HCC development and progression.

**Table 1:** Correlations between TXNDC9 expression and clinicopathologic variables

Variables	TXNDC9 expression in HCC		*p*
	Negative (*n* = 61, %)	Positive (*n* = 147, %)	
Gender			0.871
Male	52 (85.2%)	124 (84.4%)	
Female	9 (14.8%)	23 (15.6%)	
Age			0.403
≤50 years	35 (57.4%)	75 (51.0%)	
>50 years	26 (42.6%)	72 (49.0%)	
Hepatitis B virus DNA			0.822
≤5 log10 copies/mL	51 (83.6%)	121 (82.3%)	
>5 log10 copies/mL	10 (16.4%)	26 (17.7%)	
AFP			0.109
≤200 ng/mL	34 (55.7%)	64 (43.5%)	
>200 ng/mL	27 (44.3%)	83 (56.5%)	
Cirrhosis			0.725
No	9 (14.8%)	19 (12.9%)	
Yes	52 (85.2%)	128 (87.1%)	
Tumor number			0.188
Single	44 (72.1%)	92 (62.6%)	
Multiple	17 (27.9%)	55 (37.4%)	
Tumor size			0.013
≤5 cm	32 (52.5%)	50 (34.0%)	
>5 cm	29 (47.5%)	97 (66.0%)	
Portal vein invasion			0.461
No	52 (85.2%)	119 (81.0%)	
Yes	9 (14.8%)	28 (19.0%)	
Tumor differentiation			0.022
Well and moderate	44 (72.1%)	81(55.1%)	
Poor	17 (27.9%)	66 (44.9%)	
TNM stage			0.035
I–II	38 (62.3%)	68 (46.3%)	
III–IV	23 (37.7%)	79 (53.7%)	

### TXNDC9 overexpression is an independent prognostic indicator of a poor HCC survival

To further investigate whether over-expressed TXNDC9 may contribute to HCC prognosis, we performed a Kaplan–Meier and Cox regression analysis according to the TMAs immunohistochemical staining results. The difference of OS between patients with TXNDC9-positive tumors and those with TXNDC9-negative tumors was statistically significant by the Kaplan–Meier method. The 5-year OS rate of patients with TXNDC9-positive tumors was remarkably lower than that of patients with TXNDC9-negative tumors (35.7 vs. 55.3%, *p* < 0.010, Fig. 2a). In addition, we also analyzed the effect of TXNDC9 overexpression on survival using the TCGA datasets. As demonstrated in Fig. 2b, the TXNDC9 overexpression was shown to be a poor prognostic factor in HCC (*p* < 0.010). Furthermore, the association between 11 clinicopathologic characteristics and survival rate of HCC patients after surgical resection was investigated by Cox regression analysis. Univariate Cox regression analysis indicated that multiple tumors (*p* = 0.014), tumor size > 5 cm (*p* = 0.008), portal vein invasion (*p* = 0.007), poor tumor differentiation (*p* = 0.018), TNM stage III–IV (*p* = 0.001), and positive TXNDC9 expression (*p* = 0.011) were predictors for a lower OS (Table 2). These characteristics of HCC patients, which were associated with survival in the univariate analysis, were further evaluated in a multivariate Cox model. Multivariate analysis demonstrated that TNM stage III–IV (HR, 1.756; 95% CI, 1.205–2.560; *p* = 0.003) and positive TXNDC9 expression (HR, 1.629; 95% CI, 1.047–2.534; *p* = 0.030) may predict a lower OS independently (Table 2).

**Fig. 2:**
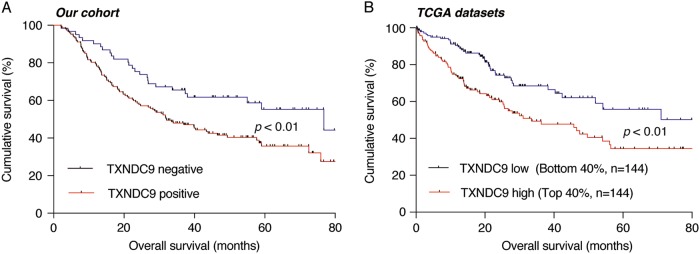
TXNDC9 overexpression was correlated with poor prognosis in HCC patients. **a** Kaplan–Meier plots of overall survival based on the TXNDC9 expression in HCC tissues of our cohort with the log-rank test. **b** Kaplan–Meier plots of overall survival based on TXNDC9 expression in HCC tissues of the TCGA cohort. The top 40% of TXNDC9 expression were identified as TXNDC9 high-expression group, while the bottom 40% of TXNDC9 expression were identified as TXNDC9 low-expression group, and log-rank analysis was used to test for significance

**Table 2:** Cox regression analysis of the risk factors for overall survival rate

	Univariate analysis		Multivariate analysis	
	HR (95% CI)	*p*	HR (95% CI)	*p*
Gender		0.667		–
Male				
Female	0.890 (0.525, 1.511)		–	
Age		0.871		–
≤50 years				
>50 years	0.970 (0.672, 1.400)		–	
Hepatitis B virus DNA		0.550		–
≤5 log10 copies/mL				
>5 log10 copies/mL	1.155 (0.720, 1.855)		–	
AFP		0.147		–
≤200 ng/mL				
>200 ng/mL	1.315 (0.908, 1.903)		–	
Cirrhosis		0.486		–
No				
Yes	1.214 (0.704, 2.094)		–	
Tumor number		0.014		0.369
Single				
Multiple	1.591 (1.097, 2.306)		–	
Tumor size		0.008		0.265
≤5 cm				
> 5 cm	1.701 (1.149, 2.519)		–	
Portal vein invasion		0.007		0.238
No				
Yes	1.799 (1.174, 2.758)		–	
Tumor differentiation		0.018		0.056
Well and moderate				
Poor	1.559 (1.079, 2.251)		–	
TNM stage		0.001		0.003
I–II				
III–IV	1.860 (1.279, 2.703)		1.756 (1.205, 2.560)	
TXNDC9 expression		0.011		0.030
Negative				
Positive	1.766 (1.140, 2.737)		1.629 (1.047, 2.534)	

### Knockout TXNDC9 significantly inhibit HepG2 cell growth

The correlation of TXNDC9 overexpression and HCC progression suggested an oncogenic role of TXNDC9 in HCC. To investigate the exact role of TXNDC9 in HCC cells, we first knocked out the expression of TXNDC9 in a human HCC cell line (HepG2). As shown in Fig. 3a, the expression of TXNDC9 was significantly reduced in cells co-transfected with CRISPR-Cas9 and sgRNA against the TXNDC9. We next examined whether TXNDC9 knockout affected the cell growth of HepG2 cells. As shown in Fig. 3b, cell proliferation was significantly inhibited by TXNDC9 knockout, indicating that TXNDC9 overexpression is required for HCC proliferation. We further validated this observations in Hep3B cell lines using lentiviral mediated knockdown of TXNDC9. As shown in Fig. 3c, d, knockdown of TXNDC9 also inhibited the cell proliferation of Hep3B cells. Since cell growth was affected, we next sought to determine whether cell cycle was altered by TXNDC9 knockout. As shown in Fig. 3e, f, cell cycle arrest was also observed in TXNDC9 knockout/knockdown cells. Taken together, these results indicate that TXNDC9 knockout/knockdown could indeed affect HCC progression via cell growth inhibition. In addition, we also determined cell apoptosis upon TXNDC9 knockout/knockdown. As shown in Fig. 3g, h, decreased TXNDC9 expression also induced a moderate apoptosis in HCC cells.

**Fig. 3:**
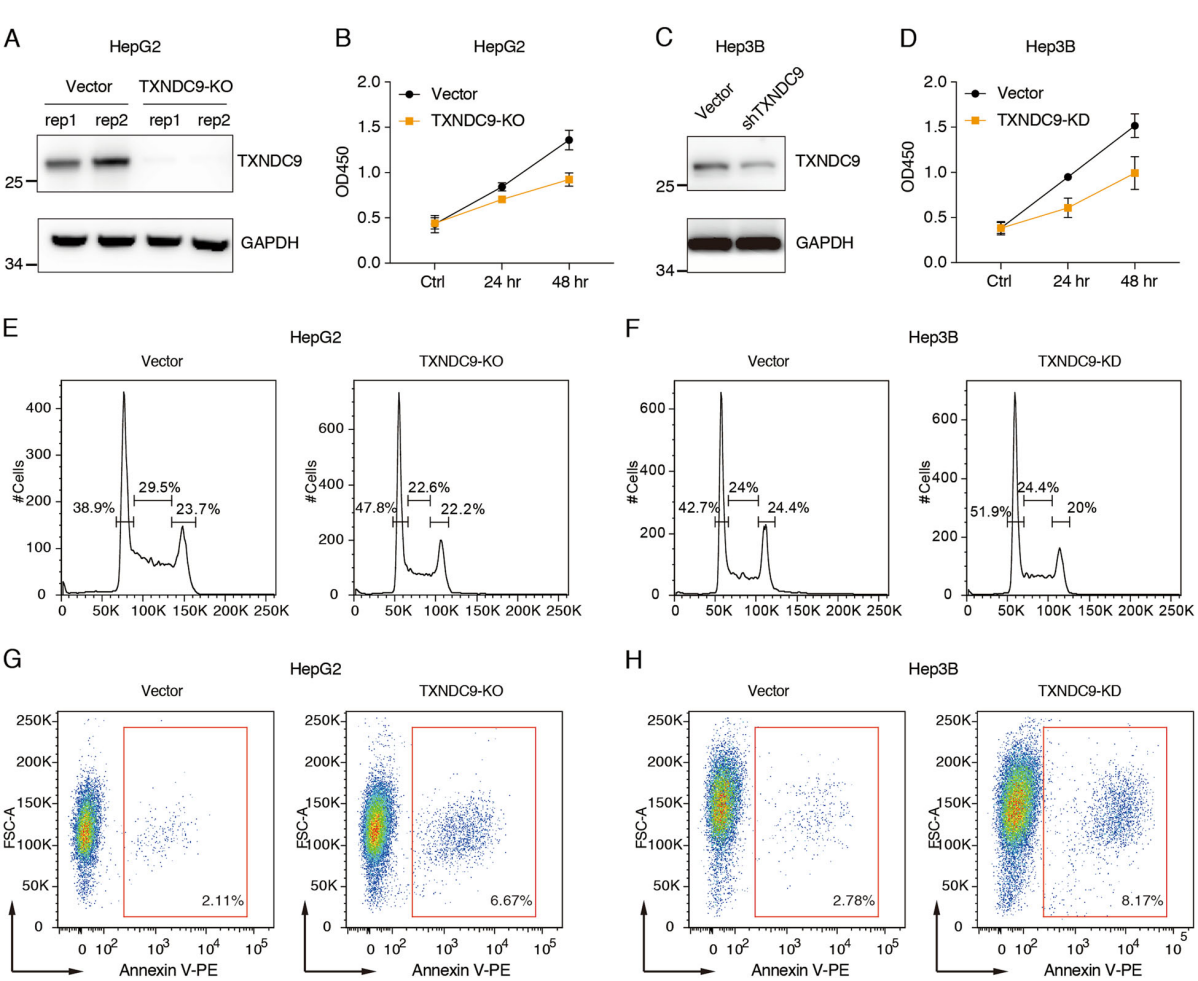
Knockout/knockdown of TXNDC9 impaired the growth of HCC cells. **a** Western blot analysis of TXNDC9 expression in whole cell lysates. HepG2 cells were harvested after FACS sorting of cells positively infected with Cas9 as well as sgRNA against TXNDC9 or vector alone. **b** Knockout of TXNDC9 inhibited the cell proliferation of HepG2 cells. Cell proliferation rates were measured by CCK8 assay. The cell densities were measured at 450 nm OD. Error bars represent the mean ± SD from three independent experiments. **c** Western blot analysis of TXNDC9 expression in Hep3B cells with TXNDC9 knockdown. Hep3B cells were harvested after FACS sorting of cells positively infected with shRNA targeting TXNDC9 or vector alone. **d** Knockdown of TXNDC9 inhibited cell proliferation of Hep3B cells. **e**, **f** Knockout/knockdown of TXNDC9 induced G0/G1 phase arrest of HepG2 or Hep3B cells. The representative DNA content histograms are shown. **g**, **h** Knockout/knockdown of TXNDC9 induced apoptosis of HCC cells. The Annexin-V positive cells were gated as apoptotic cells

### TXNDC9 involved in multiple biological process in HCC

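RNA from HepG2 cells, a human liver cancer cell line, was sequenced in 2 wild-type libraries and 2 libraries of cells in which TXNDC9 had been targeted with CRISPR-Cas9. The authors selected polyadenylated RNA, mapped the reads to hg38 with TopHat2 and deposited 1 value per gene and library from Cuffdiff, in FPKM (fragments mapped to a gene, scaled to its transcript length and to the fragments mapped in the library). The legends of Fig. 5c and Figure S2 speak of independent experiments, but of another number than the 2 libraries per condition used here, and the paper's text does not say how these libraries relate to those experiments. FPKM values are not counts, and the depth of each library is unknown. Among genes with a mean under 0.03 FPKM in a pair of libraries, no log2 ratio was shared by more than 18.3% of the genes, so no step worth 1 read was found. The FPKM values summed to 805816 and 971102 in the wild-type libraries and to 535973 and 568279.5 in the knockout libraries. The 100 highest genes of each library held 32.1% and 34.6% of that sum in wild-type cells and 25.3% and 25.9% in knockout cells. In the deposited table the identifiers and the symbols stood on different lines, and they were put back in register before use. All 1999 lines read from Table S1 then had the same wild-type and knockout averages. From these values, log2(FPKM + 0.1) was compared between the groups with limma over the 13246 genes with an average FPKM above 1. Fold changes on this scale understate the change of low genes. An exact permutation test of 2 libraries against 2 cannot give a p below 0.33, so adjusted p-values rest on the spread shared across genes in limma. The log2 values of the wild-type replicates had a correlation of 0.976 across genes, those of the knockout replicates 0.980, and pairs from different groups between 0.859 and 0.897.

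TXNDC9 mRNA was 35.1 and 37.3 FPKM in the wild-type libraries and 21.9 and 27.6 FPKM in the knockout libraries. The means were 36.2 ± 1.58 FPKM (SD, n = 2) and 24.7 ± 4.04 FPKM (SD, n = 2). The log2 fold change was −0.55 (standard error 0.14, adjusted p = 0.0145 from limma with Benjamini-Hochberg adjustment), short of the threshold of 0.01. The authors' deposited table gives TXNDC9 a q-value of 0.522. With the replicate number as a block, limma with Benjamini-Hochberg adjustment gave an adjusted p of 0.00267. Libraries with the same replicate number deviated from their group means with a correlation of −0.0904 across genes, so the numbers did not pair them. With each library left out in turn, the log2 fold change stayed between −0.72 and −0.39. Rescaling each library to the same sum (TPM) moved it most, to 0.12. That rescaling moves all genes not near 0 FPKM by about the same amount. It took the median log2 fold change of all tested genes from −0.09 to 0.59. For genes not near 0 FPKM, smaller falls than that shift therefore change sign under it. TXNDC9 overlaps EIF5B and 1 other annotated gene, and the paper's text does not say whether the reads were assigned by strand. The paper reports reduced TXNDC9 protein in the targeted HepG2 cells by western blot. The mRNA values do not measure the protein, so they do not decide whether the knockout worked.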

To determine how TXNDC9 affected the progression of HCC, we performed RNA-seq analysis in TXNDC9 knockout and wild-type HepG2 cells. We identified 1758 genes were up-regulated while 1783 genes were down-regulated upon TXNDC9 knockout (Table S1). 

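With an adjusted p under 0.01 from limma with Benjamini-Hochberg adjustment, a fold change of at least 2 and an average FPKM above 1, 2021 genes were lower and 1885 were higher in the knockout libraries. Of these calls 48.3% were higher. Rescaling each library to TPM moved the counts most, to 447 lower and 4380 higher genes, of which 90.7% were higher. With the replicate number as a block, which the correlation of −0.0904 between same-numbered libraries did not call for, 2146 genes were lower and 1960 higher. By fold change alone, with no test, 2353 genes were lower and 2144 higher. With each library left out in turn, these numbers ranged from 1781 to 2826 and from 2052 to 2307. Values in both knockout libraries lay below both wild-type values for 6086 genes (45.9%) and above them for 5318 (40.1%), where chance gives 16.7% in each direction. The calls included 1510 (94.6%) of the genes that the authors' deposited table puts at least 2-fold lower at a q-value under 0.01. They also included 1519 (94.9%) of the genes it puts higher, and 0 genes had opposite directions.

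The called genes differed in transcript length and GC content. The median canonical transcript was 1433 nt long among lower genes and 5546 nt among higher genes, against 2866.5 nt among all tested genes. The median GC content was 57.9% among lower genes, 42.2% among higher genes and 48.5% among all. Across 13112 genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.495 with transcript length and −0.462 with GC content. The log2 ratio of wild-type replicate 2 to replicate 1 also followed transcript length, with a correlation of −0.325, and that of the knockout replicates less, with −0.0625. A correction of each library for transcript length and GC content, chosen after seeing the data, left 837 lower and 903 higher genes, of which 1191 were also called without it. With the replicate block the corrected counts were 846 and 920.

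**Figure D2:**
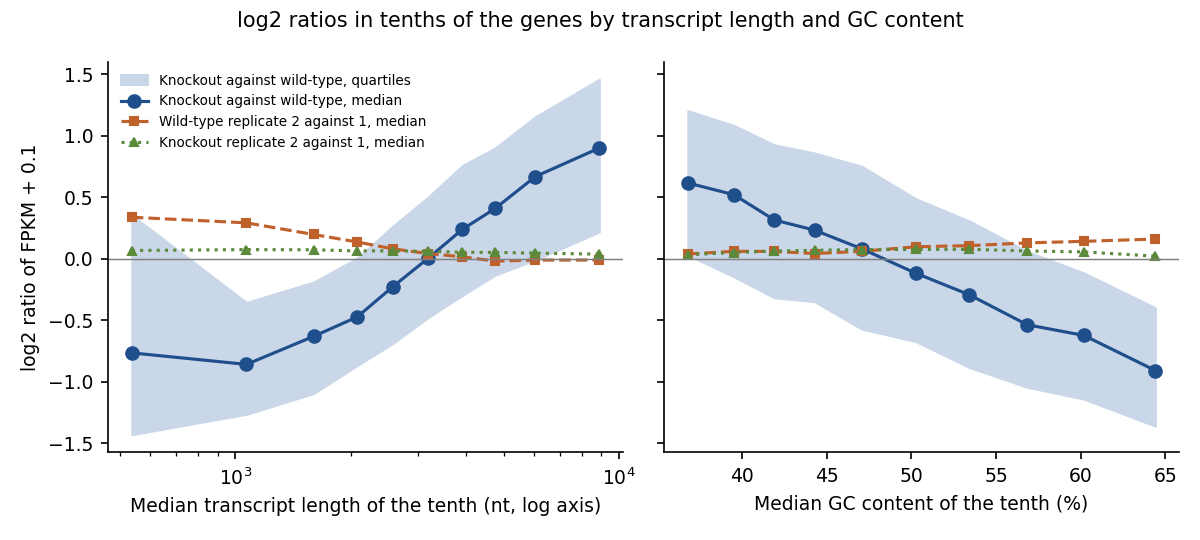
Median log2 ratio of FPKM + 0.1 in 10 groups of genes ordered by canonical transcript length (left, nt, log axis) and by GC content (right, %), for knockout against wild-type with quartiles shaded, and for the 2 replicates of each condition. The median of knockout against wild-type runs from −0.77 in the shortest group to 0.90 in the longest, and from 0.62 in the group lowest in GC to −0.91 in the highest.

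The 5 genes with the largest falls were LUZP6, AC006011.4, ENSG00000259132, CTD-2349P21.7 and ENSG00000283149. The first 4 were listed at 0 in both knockout libraries. In the wild-type libraries LUZP6 was 65.4 and 17.2 FPKM, AC006011.4 18.1 and 38.5, ENSG00000259132 12.3 and 30.2, and CTD-2349P21.7 18.6 and 10.3. ENSG00000283149 was 33.4 and 44.8 FPKM in wild-type and 0.0 and 0.834 FPKM in knockout libraries. AC006011.4, ENSG00000259132 and ENSG00000283149 overlap other annotated genes and LUZP6 is not in GENCODE release 44, so these values are uncertain. AC006011.4 is also a processed pseudogene of 349 nt, which can share reads with the gene it was copied from. The authors' deposited table gives the 5 falls q-values from 0.191 (ENSG00000259132) to 0.346 (CTD-2349P21.7). The 5 largest rises were RNVU1-15, ENSG00000227329, ENSG00000267340, HOXB-AS3 and ENSG00000259375, and all but RNVU1-15 overlap another annotated gene. RNVU1-15, a copy of a small nuclear RNA with near-identical relatives, was listed at 0 in both wild-type libraries and at 53.3 and 102 FPKM in the knockout libraries.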

We then performed gene set enrichment analysis using the gene ontology gene sets including molecular functions and biological processes. 

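The gene sets of MSigDB were not used here. Stand-in lists of the same functions, written from gene names before the data were examined, were ranked by log2 fold change in preranked gene set enrichment analysis with 10000 permutations. Adjusted p-values cover 9 sets. The PIK3 family list held 10 tested genes of 16, of which 9 were higher in the knockout libraries and 1 lower, with a median log2 fold change of 1.13 (1.81 after rescaling to TPM). Its normalized enrichment score was 1.81 (adjusted p = 0.00679 by gene permutation). In limma's camera test the adjusted p was 0.00973, and 0.00815 with the replicate block, for libraries whose same-numbered pairs correlated at −0.0904. The correction for transcript length and GC content, chosen after seeing the data, moved it most: the score became 0.768 (adjusted p = 0.752 by gene permutation), and camera gave adjusted p-values of 0.122 without and 0.0997 with the replicate block. The canonical transcripts of these genes had a median length of 6617 nt. The members with the largest changes were PIK3C2A, from 4.53 ± 0.140 to 18.1 ± 1.73 FPKM (SD, n = 2), and PIK3C2B, from 7.76 ± 0.783 to 29.2 ± 1.03 FPKM (SD, n = 2).

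A wider list of phosphatidylinositol 3 kinase genes with adaptors and receptors, 30 tested of 41, had 23 higher and 7 lower members and a score of 2.09 (adjusted p = 2.69e-04 by gene permutation, a value shared by 8 of the 9 sets). Camera gave it an adjusted p of 3.20e-04, and 2.48e-04 with the replicate block. After the correction the score was 1.20 (adjusted p = 0.254 by gene permutation), while camera gave 0.00621, and 0.00556 with the replicate block. Among 10000 random lists matched on mean FPKM, the median of this list stood at percentile 99.86 and that of the PIK3 family at 99.93. With locus length added they stood at 95.8 and 97.9, and with transcript length added at 79.6 and 94.1. With corrected values and lists matched on mean FPKM they stood at 98.7 and 96.5. FRS2 rose from 3.01 ± 0.0548 to 17.2 ± 0.0961 FPKM and EGFR from 18.0 ± 2.00 to 83.0 ± 2.52 FPKM (SD, n = 2).

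Of 51 rRNA-binding proteins, 46 were lower and 5 higher, with a median log2 fold change of −0.90, and −0.22 after rescaling to TPM. The score was −2.50 (adjusted p = 2.69e-04 by gene permutation), and −2.14 (adjusted p = 7.00e-04) after the correction. Their median stood at percentile 17.8 among random lists matched on mean FPKM, and with corrected values at percentile 2.44 among such lists. MRPL11 had a log2 fold change of −1.85 and RPL23A, whose processed copies in the genome can share reads, −1.84. Subunits and assembly partners of respiratory complex I stood in for oxidoreductase activity. Of 37 tested genes of 44, 35 were lower and 2 higher, with a median of −0.98 and a score of −2.30 (adjusted p = 2.69e-04 by gene permutation), or −1.89 (adjusted p = 0.00141) after the correction. Their median lay at percentile 4.32 among lists matched on mean FPKM and at 82.8 among lists matched also on transcript length. With corrected values it lay at 23.7 among lists matched on mean FPKM. Rescaling to TPM, which moves all genes not near 0 FPKM alike, gave complex I a median of −0.30. Camera gave adjusted p-values of 5.04e-07 for the rRNA-binding proteins and 1.24e-06 for complex I, and 5.25e-08 and 1.20e-07 with the replicate block.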

For molecular functions analysis, as shown in Fig. 4a, c, genes involved in phosphatidylinositol 3 kinase activity were associated with genes up-regulated upon TXNDC9 knockout while genes involved in rRNA binding and oxidoreductase activity were associated with genes down-regulated upon TXNDC9 knockout (Table S2). 

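The lists of ribosome biogenesis factors, cytosolic ribosomal proteins and oxidative phosphorylation genes were tested in the same way. Of 138 ribosome biogenesis factors, 105 were lower and 33 higher in the knockout libraries, with a median log2 fold change of −0.69 and a normalized enrichment score of −2.23 (adjusted p = 2.69e-04 by gene permutation). After rescaling to TPM, which moves all genes not near 0 FPKM alike, the median was −0.01. The correction for transcript length and GC content gave a score of −2.65 (adjusted p = 7.00e-04 by gene permutation). The median stood at percentile 0.05 among random lists matched on mean FPKM and below all 10000 lists matched also on transcript length. DDX10 fell from 53.4 ± 8.13 to 13.5 ± 0.954 FPKM (SD, n = 2), a log2 fold change of −1.97.

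Of 79 cytosolic ribosomal proteins, 78 were lower and 1 higher, with a median of −1.11 and a score of −3.00 (adjusted p = 2.69e-04 by gene permutation). The correction moved this score to −2.41. The set stood at percentile 0.15 among lists matched on mean FPKM, and with corrected values at 0.28. Among lists matched also on transcript length it stood at 26.5, although these lists held less expressed genes (median 424 against 1557 FPKM). RPL28 had a log2 fold change of −2.27 and RPS28 −2.14. Ribosomal proteins have many processed pseudogenes, so their values are uncertain. Of 77 tested oxidative phosphorylation genes among 90, 70 were lower and 7 higher, with a median of −0.93 and a score of −2.67 (adjusted p = 2.69e-04 by gene permutation). The corrected score was −2.11. This list stood at percentile 4.10 among lists matched on mean FPKM, at 91.7 with transcript length added and at 8.45 with corrected values and lists matched on mean FPKM. NDUFS6 had a log2 fold change of −2.25 and NDUFA3 −2.06. In limma's camera test, adjusted p-values were 5.96e-06 for ribosome biogenesis factors, 5.38e-10 for ribosomal proteins and 1.69e-08 for oxidative phosphorylation. With the replicate block they were 1.90e-06, 1.81e-11 and 6.99e-10, where same-numbered libraries correlated at −0.0904.

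**Figure D3:**
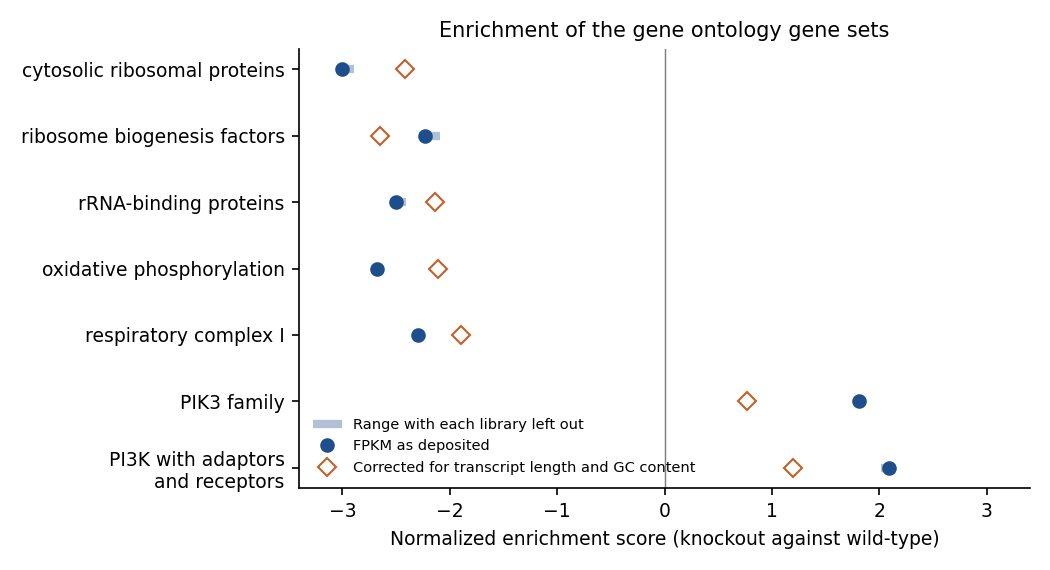
Normalized enrichment score (horizontal axis, no unit) of 7 gene sets in knockout against wild-type libraries, as deposited (circles), with the range when each library was left out in turn (bars), and after correction for transcript length and GC content (diamonds). The corrected scores are −2.65 for ribosome biogenesis factors and 0.768 for the PIK3 family, against −2.23 and 1.81 without the correction.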

For biological processes analysis, genes involved in phosphatidylinositol 3 phosphate biosynthetic process were associated with genes up-regulated upon TXNDC9 knockout while genes involved in ribosome biogenesis and oxidative phosphorylation were associated with genes down-regulated upon TXNDC9 knockout (Fig. 4b, d and Table S3).

**Fig. 4:**
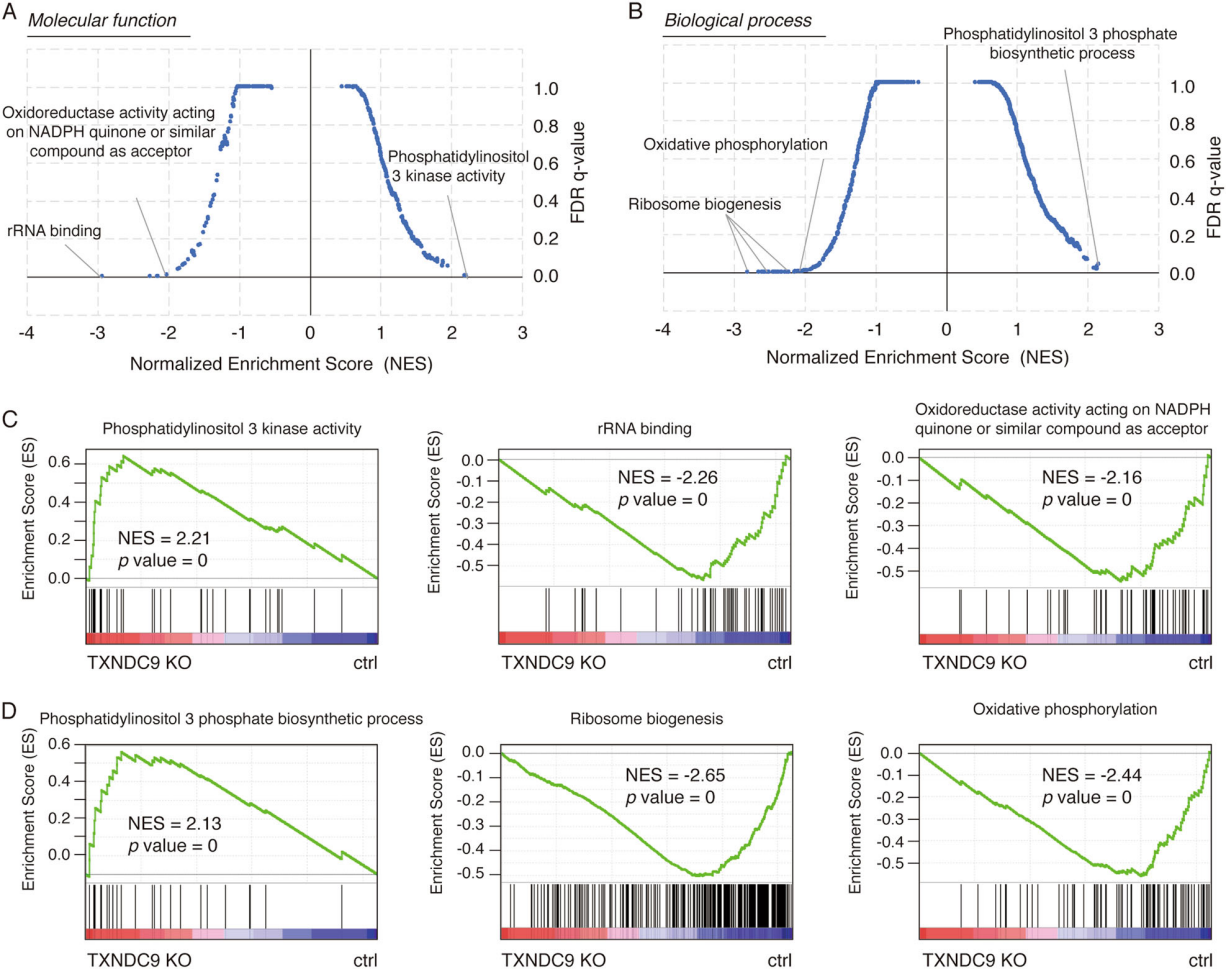
Gene ontology enrichment of genes regulated by TXNDC9. **a** Enrichment of molecular function gene sets in TXNDC9 knockout. Gene set enrichment analysis were performed using the GSEAP reranked tools with the molecular function gene sets from MSigDB database, Enrichment score and relative *q*-value were plotted. **b** Enrichment of biological process gene sets in TXNDC9 knockout. Gene set enrichment analysis were performed using the GSEAP reranked tools with the biological process gene sets from MSigDB database, Enrichment score and relative *q*-value were plotted. **c** Representative enrichment map of molecular function gene sets in TXNDC9 knockout. **d** Representative enrichment map of biological process gene sets in TXNDC9 knockout

### TXNDC9 is involved in MYC-mediated transcriptional regulation

To determine the function associated with TXNDC9 regulation, we performed gene set enrichment analysis using the 50 hallmark gene sets in the GSEA database. 

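Stand-in lists for the hallmark sets MYC targets V1 and V2, written by symbol before the data were examined, were ranked by log2 fold change in preranked gene set enrichment analysis. The membership of these lists was not compared with the hallmark sets, which were not used here. Of 200 genes in the MYC targets V1 list, 153 were lower and 47 higher in the knockout libraries, with a median log2 fold change of −0.49. The normalized enrichment score was −2.07 (adjusted p = 2.69e-04 by gene permutation). After rescaling to TPM, which moves all genes not near 0 FPKM alike, its median was 0.19, against 0.59 for all genes. Of 58 genes in the V2 list, 47 were lower and 11 higher, with a median of −0.76 (−0.08 after rescaling to TPM) and a score of −2.34 (adjusted p = 2.69e-04 by gene permutation). After the correction for transcript length and GC content, chosen after seeing the data, the scores were −2.35 and −2.25 (adjusted p = 7.00e-04 for both by gene permutation). Camera in limma gave adjusted p-values of 2.20e-04 for V1 and 5.96e-06 for V2, and 1.47e-04 and 3.72e-06 with the replicate block. With the correction and the replicate block together they were 7.90e-08 and 1.15e-06. The check of the replicate numbers gave a correlation of −0.0904 between same-numbered libraries.

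Random lists matched on mean FPKM moved the result most. MYC targets V1 had a median of 164 FPKM, and equally expressed genes fell more: the median of the set lay above all 10000 such lists, whose own median was −0.81. Matched also on transcript length, the set stood at percentile 99.7, and with corrected values and lists matched on mean FPKM at percentile 4.75. MYC targets V2 stood at percentile 4.42 among lists matched on mean FPKM, 14.3 with locus length added and 0.25 with transcript length added. With corrected values they stood at percentile 0.38. With each library left out in turn, the scores ranged from −2.11 to −1.99 for V1 and from −2.41 to −2.23 for V2. SNRPA, a member of V1, fell from 271 ± 35.5 to 56.2 ± 0.422 FPKM (SD, n = 2) with a log2 fold change of −2.26. SRM, in both sets, fell from 449 ± 100.0 to 97.1 ± 5.66 FPKM (SD, n = 2), with a log2 fold change of −2.19. NOC4L, in V2, fell from 80.3 ± 16.5 to 19.8 ± 0.159 FPKM (SD, n = 2). From the enrichment of MYC targets among genes lower in the knockout cells, together with patient data, the paper proposes that TXNDC9 may be required for transcriptional activation by MYC. The paper also reports lower MYC protein, its recovery with MG132, and an interaction of MYC with TXNDC9. It further reports rescue of growth by MYC, less MYC at target genes and MYC binding sites at promoters of lower genes. These gene set scores do not test those experiments.

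**Figure D4:**
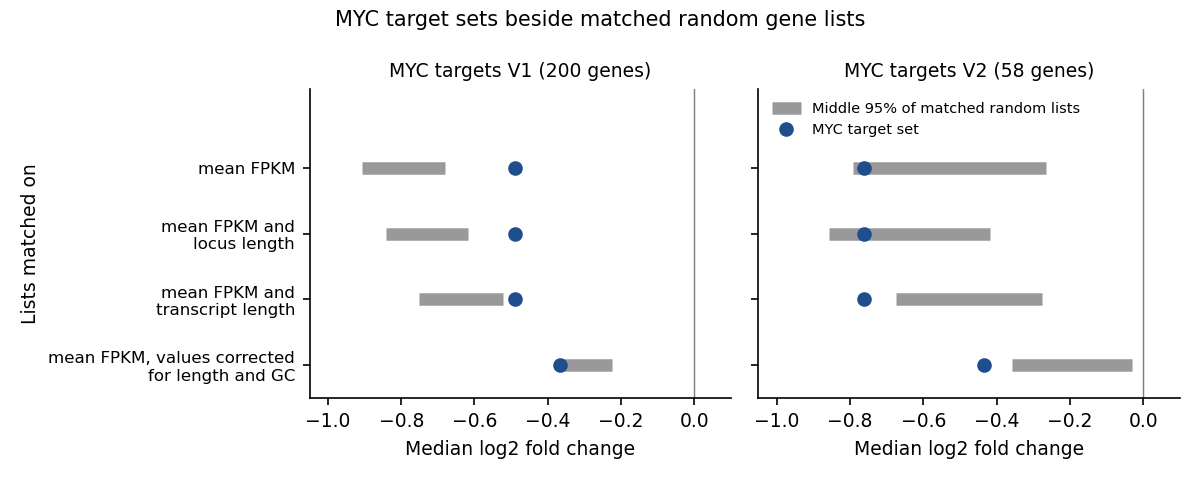
Median log2 fold change (horizontal axis) of MYC targets V1 (200 genes, left) and V2 (58 genes, right), as circles, beside the middle 95% of 10000 random gene lists of the same size, as bars. The upper 3 rows differ in what the lists were matched on and the lowest uses values corrected for transcript length and GC content, and V1 lies above the lists in the upper 3 rows while V2 lies below them in the 2 lowest rows.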

Interestingly, we found that MYC targets were significantly enriched at genes down-regulated upon TXNDC9 knockout (Fig. 5a). To validate this observation in primary samples, we ranked gene expression according to the expression level of TXNDC9 using the HCC expression samples from TCGA database, and performed gene set enrichment analysis using the hallmark gene sets. Indeed, we also observed that the MYC targets were significantly enriched in samples with TXNDC9 overexpression (Fig. 5b). Together, these results suggest that TXNDC9 might be required for the transcriptional activation of MYC. 

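MYC (ENSG00000136997), on chromosome 8 of hg38 from 127735434 to 127742951, was 175 and 168 FPKM in the wild-type libraries and 129 and 130.1 FPKM in the knockout libraries. The means were 171.6 ± 5.34 FPKM and 129.6 ± 0.781 FPKM (SD, n = 2), and the log2 fold change was −0.41 (standard error 0.11). The adjusted p from limma with Benjamini-Hochberg adjustment was 0.0182, which did not pass 0.01. With the replicate block it was 0.0121, where the correlation between same-numbered libraries was −0.0904. The authors' deposited table gives MYC a q-value of 0.0566. With each library left out in turn, the log2 fold change ranged from −0.44 to −0.37. Scalings that move all genes not near 0 FPKM alike gave −0.32 when the libraries were centred on the median. They gave 0.28 after rescaling to TPM, so the sign is known only for a given scaling. After the correction for transcript length and GC content, chosen after seeing the data, the log2 fold change was −0.59, with an adjusted p of 0.00218 from limma with Benjamini-Hochberg adjustment and 0.00307 with the replicate block. Divided by ACTB, whose FPKM was itself lower in the knockout libraries, MYC was 1.82 times as high in knockout as in wild-type libraries, and between 1.47 and 2.30 times over pairs of libraries. The paper reports a modest fall of MYC mRNA by both RNA-seq and RT-qPCR, and its methods normalize RT-qPCR to β-Actin. The ratio to ACTB in these libraries therefore goes against the paper's RT-qPCR, and the cause was not tested. MYC overlaps the antisense gene CASC11, and whether strand was used in the counting is not stated in the paper's text.

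**Figure D5:**
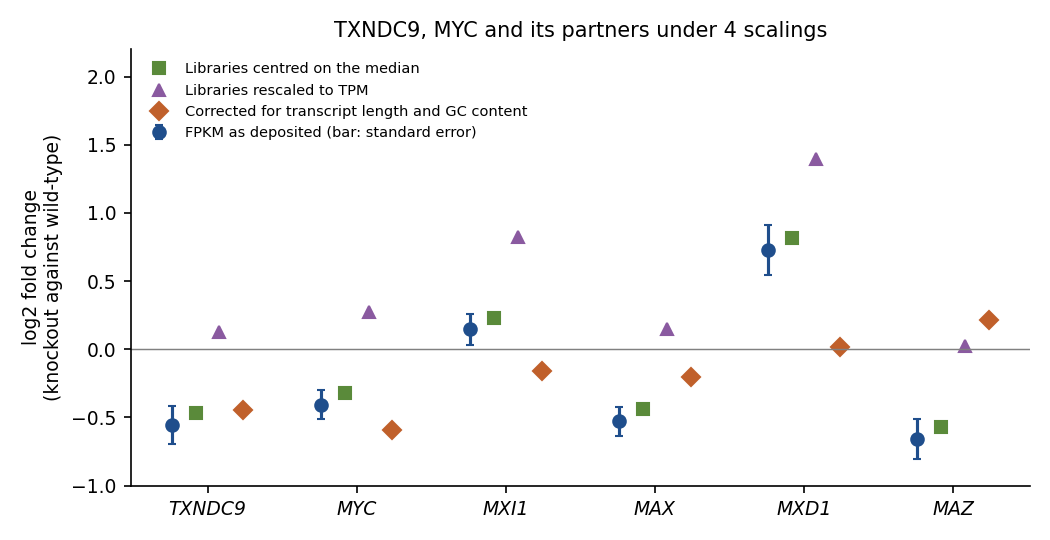
log2 fold change (vertical axis) of TXNDC9, MYC and the partners MXI1, MAX, MXD1 and MAZ in knockout against wild-type libraries, from FPKM as deposited with the standard error of limma as bars, and from 3 other scalings. MYC lies at −0.41 as deposited, −0.32 centred on the median, 0.28 rescaled to TPM and −0.59 after the correction for transcript length and GC content.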

To determine this, we first examined whether expression of MYC mRNA was dependent on TXNDC9, however, we found that mRNA expression of MYC and its partner MXI1, MAX, MXD1 and MAZ were only slightly affected by TXNDC9 knockout (Fig. 5C and Figure S2) using both RNA-seq and RT-qPCR results. This suggests that TXNDC9 does not regulate MYC mRNA expression in HCC. We next investigated the protein level of MYC by western blot, and we found that it was significantly reduced by TXNDC9 knockout/knockdown (Fig. 5d). To test if the decreased MYC protein upon TXNDC9 knockout/knockdown was dependent on proteasome pathway, we treated the TXNDC9 knockout/knockdown cells with MG132, a typical proteasome inhibitor, and we found that the protein levels of MYC and the expression of down-regulated genes with TXNDC9 knockdown/knockout were significantly restored upon MG132 treatment (Fig. 5e and Figure S3).

**Fig. 5:**
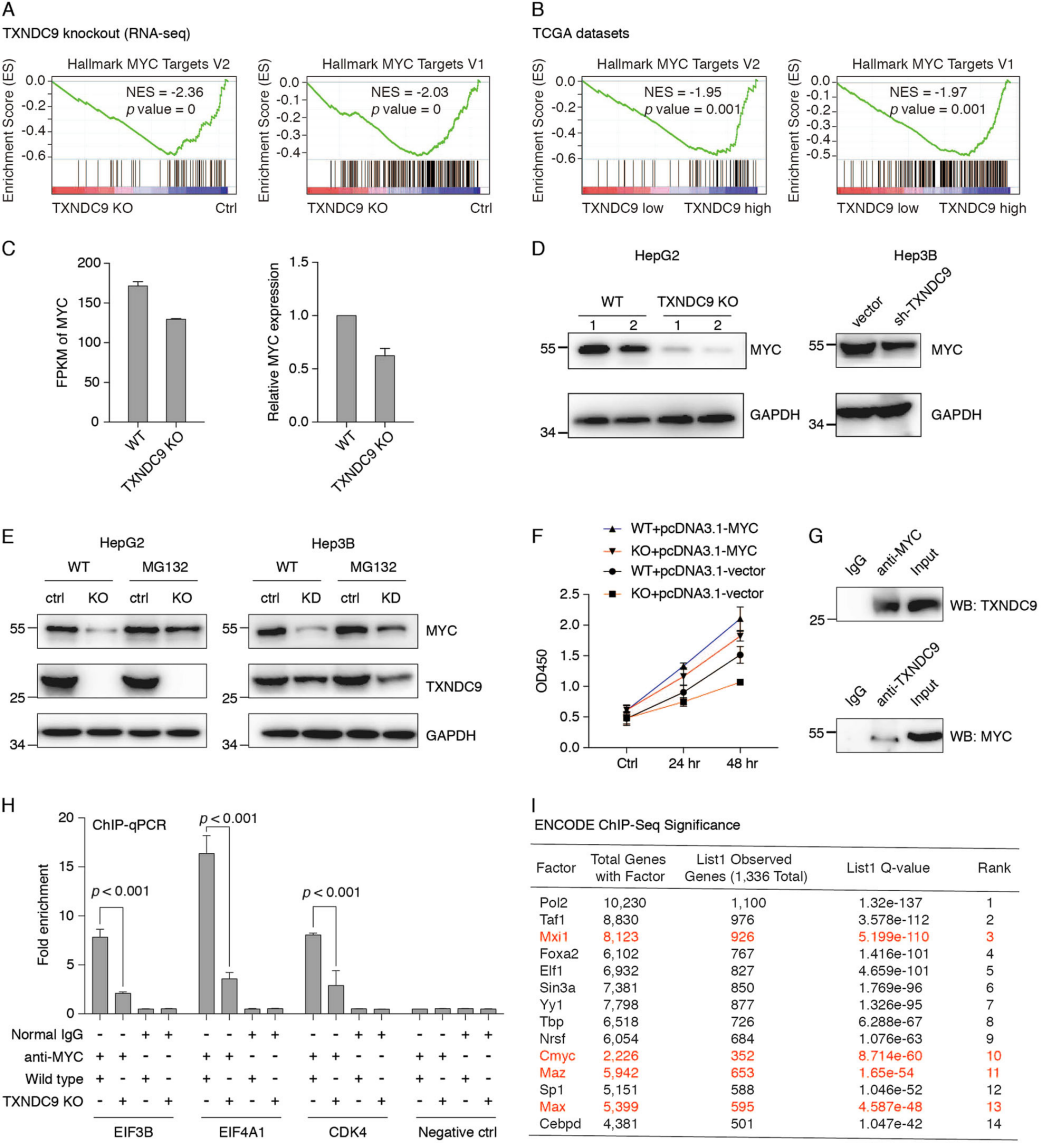
TXNDC9 cooperate with MYC in gene regulation. **a** MYC targets were associated with genes down-regulated upon TXNDC9 knockout. Gene set enrichment analysis were performed using the GSEAP rerank tools from the GSEA suite. Rank list were generated by log2 fold change of gene expression of wild-type HepG2 cells comparing to TXNDC9 knockout HepG2 cells. **b** GSEA analysis using the TCGA datasets. Rank list were generated by log2 fold change of average gene expression in patients with TXNDC9 high expression comparing to patients with TXNDC9 low expression. **c** TXNDC9 knockout induced modest downregulation of MYC mRNA. mRNA expression of MYC in TXNDC9 knockout and wild-type HepG2 cells were detected by RNA-seq and RT-qPCR. Error bars represent the mean ± SD from three independent experiments. **d** Knockout/knockdown of TXNDC9 decreased the protein level of MYC in HepG2 or Hep3B cells. Whole cell lysate of TXNDC9 knockout/knockdown and wild-type HepG2 or Hep3B cells were extracted and the protein level of MYC and GAPDH were detected. **e** Down-regulation of MYC upon TXNDC9 knockout/knockdown was proteasome dependent. Western blot was performed in TXNDC9 knockout/knockdown or wild-type HepG2 or Hep3B cells with or without MG132 treatment. The protein levels of MYC and TXNDC9 were determined, GAPDH were used as internal control. **f** Restoration of MYC abolished the proliferation inhibition induced by TXNDC9 knockout. Cell proliferation were determined by CCK8. **g** MYC directly interacted with TXNDC9 in the cytoplasm of HepG2 cells. Co-immunoprecipitation experiments were performed using cytoplasmic lysate of HepG2 cells. **h** Knockout of TXNDC9 decreased the MYC binding on its target genes. ChIP-qPCR were performed in TXNDC9 knockout and wild-type HepG2 cells with antibodies against MYC. Error bars represent the mean ± SD from three independent experiments. **i** Transcription factor binding sites enriched in the promoter of TXNDC9 regulated genes with the ENCODE ChIP-seq significance tool

Furthermore, to evaluate the functional importance of MYC in TXNDC9 mediated regulation, we restored the expression of MYC and determined the cell proliferation and apoptosis upon TXNDC9 knockout. As shown in Fig. 5f and Figure S4, overexpressed MYC significantly disrupt the cell growth inhibition and apoptosis induced by TXNDC9 knockout, suggesting that the major effects of TXNDC9 knockout were achieved via its association with MYC.

To further determine the role of TXNDC9 in gene regulation, we analyzed the distribution of TXNDC9 in HCC cells. As shown in Figure S5, TXNDC9 mainly expressed in cytoplasm, suggesting it might not be directly involved in transcriptional regulation. But the importance of MYC in TXNDC9-mediated regulation and the localization of TXNDC9 (Figure S5) prompt us to further evaluate the association between MYC and TXNDC9. We next performed co-IP experiments using antibodies against MYC and TXNDC9. As shown in Fig. 5g, the MYC directly interacted with TXNDC9 in the cytoplasmic lysate of HepG2 cells, suggesting that TXNDC9 might regulate the posttranslational modification of MYC or involved in the stabilization of MYC.

To better understand the role of TXNDC9 in the MYC-mediated transcriptional program, we performed ChIP-qPCR using antibodies against MYC in TXNDC9 knockout and wild-type HepG2 cells. Interestingly, we found the binding of MYC on its target genes was significantly reduced in the TXNDC9 knockout cells (Fig. 5h), indicating that TXNDC9 is essential for MYC-mediated transcriptional regulation.

Next, we performed ChIP-seq enrichment analysis of the TXNDC9 regulated genes using the ChIP-seq data from the Encyclopedia of DNA Elements (ENCODE) project to validate the finding that TXNDC9 regulates MYC targets. Indeed, we found that the promoter of genes down-regulated upon TXNDC9 knockout were significantly enriched at genome-wide binding sites of c-MYC as well as its partner MXI1, MAZ, and MAX (Fig. 5i). This further supports the theory that TXNDC9 is associated with the MYC-mediated transcriptional network.

### TXNDC9 overexpression is driven by FOXA1, JUND, and FOSL2

The mechanism by which TXNDC9 is overexpressed in HCC remains unanswered. To address this issue, we first investigated DNA methylation of the TXNDC9 promoter using the DNA methylation array results from TCGA database (Figure S6). In HCC and its adjacent normal tissues, the DNA methylation of TXNDC9 appeared to be similar and rare. This suggests the CpG island for TXNDC9 is not methylated and also is not the cause of TXNDC9 overexpression as compared to normal control tissues.

Next, we scanned the binding of transcription factors on the regulatory element of TXNDC9 in HepG2 cells. We found that FOXA1, JUND, and FOSL2 binding sites were significantly enriched at the promoter of TXNDC9, indicating a direct regulation of TXNDC9 by these transcription factors in HepG2 cells (Fig. 6a). To confirm the role of FOXA1, JUND and FOSL2 in TXNDC9 promoter regulation, we performed the luciferase activity assays using the promoter regions of TXNDC9, we found that FOXA1, JUND, and FOSL2 directly activated the promoter activity of TXNDC9 (Fig. 6b). Furthermore, we knocked down the expression of FOXA1, JUND, and FOSL2 in HepG2 with siRNAs. Knockdown of the expression of these transcription factors significantly decreased the expression of TXNDC9 in HepG2 cells (Fig. 6c). Hence, FOXA1, JUND, and FOSL2 directly drives TXNDC9 overexpression in HCC by transcriptional activation.

**Fig. 6:**
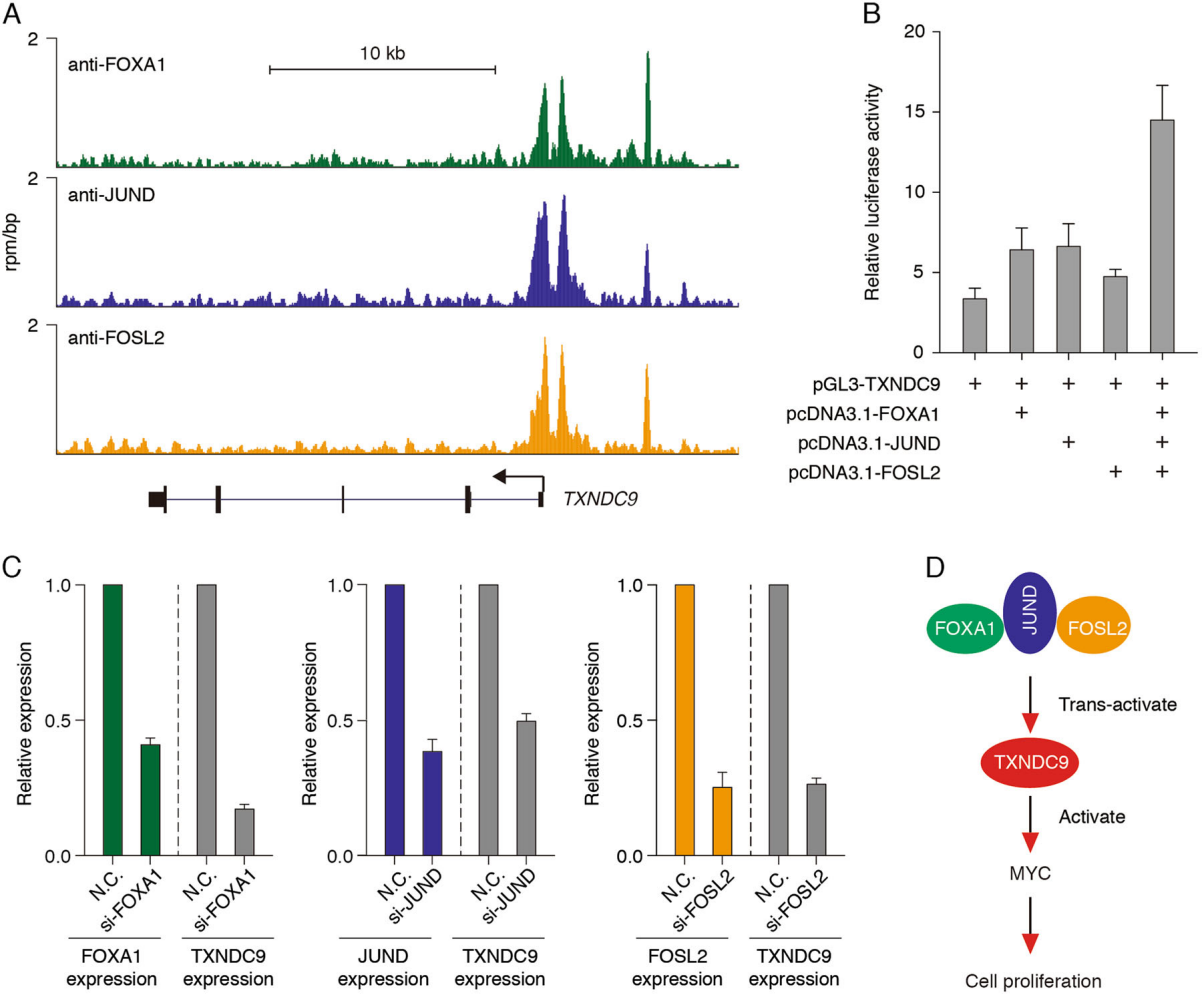
TXNDC9 was trans-activated by FOXA1, JUND, and FOSL2 in HepG2. **a** Overview of the loci of TXNDC9 in HepG2 cells. Refseq annotations are shown at the bottom. ChIP-seq datasets used in this analysis were retrieved from the NCBI Gene Expression Omnibus database. **b** FOXA1, JUND, and FOSL2 synergistically activated the promoter activity of TXNDC9. Dual luciferase reporter assays were used to evaluate the effects of FOXA1, JUND, and FOSL2 on the promoter activity of TXNDC9. Luciferase activity were normalized with cells transfected with pGL3-basic vector and pcDNA3.1 vector. **c** Knockdown FOXA1, JUND or FOSL2 decreased the expression of TXNDC9. Relative expression of TXNDC9 were detected in HepG2 cells transfected with FOXA1, JUND, FOSL2, or negative control (N.C.) siRNAs. Error bars represent the mean ± SD from three independent experiments. **d** Role of TXNDC9 in HCC. TXNDC9 was activated by FOXA1, JUND, and FOSL2 in HCC and overexpressed TXNDC9 promote the MYC-mediated transcriptional network and thus leads to cell proliferation of HCC

## Discussion

Thioredoxins have been reported to be involved in many malignant cancers, but their role in HCC remains unclear. In this study, we have demonstrated that TXNDC9, a member of thioredoxin superfamily, functioned as an oncogene in HCC. TXNDC9 was overexpressed in HCC and a high level of TXNDC9 was correlated with poor prognosis of HCC. Ablation of TXNDC9 significantly reduced the cancer phenotype of HCC. TXNDC9 directly interacted with MYC and stabilized the MYC protein and TXNDC9 knockout decreased the binding of MYC on chromatin. In addition, we demonstrated that TXNDC9 overexpression occurred via transcriptional activation by FOXA1, JUND, and FOSL2. Taken together, we have shown that the FOXA1/JUND /FOSL2-TXNDC9-MYC regulatory network promoted cancer progression of HCC (Fig. 6d).

In this study, we also demonstrated that TXNDC9 was over-expressed in HCC and associated with a larger tumor, poor histological type, and higher TNM stage. In addition, overexpressed TXNDC9 was associated with lower survival, suggesting that higher TXNDC9 expression could increase the progression and metastasis of HCC. Of note, another study has also observed overexpression in TXNDC9 in colorectal tumor tissues^16^. Although this study didn’t highlight the mechanism underlying TXNDC9 mediated oncogenesis, it emphasized the possibility of the important role of TXNDC9 in tumorigenesis. In addition, studies on TXNDC5, another member of the thioredoxin family, have revealed that it played a vital role in the proliferation and migration of tumor cells, acting as a tumor-enhancing gene^8,14,20^. Moreover, the tumorigenic effects of TXNDC5 have been described in cervical carcinoma^21^, lung cancer^22^, and liver cancer risk^23^. Taken altogether, the results from this and other studies demonstrate that thioredoxin overexpression might represent a signature in cancer, and that over-activated thioredoxin signaling might be a prognostic marker in cancer, and might also serve as potential therapeutic targets in cancer therapy.

In our study, we found TXNDC9 directly interacted with MYC and the knockout of TXNDC9 directly decreased the expression of MYC and its binding on chromatin, indicating that the importance of TXNDC9 in the protein levels of MYC and the transcription network governed by MYC. MYC is a key oncogene in gene regulation^24,25^. Amplification of MYC directly drives the tumorigenesis of many cancers by regulation of genes necessary for cell proliferation, cell invasion, and metastasis^26^. Studies on peroxiredoxins, another super-family of redox catalysts, demonstrated that Peroxiredoxin 1 promoted cell proliferation via direct interaction with MYC and alteration of the transcription of c-MYC targets^27^, suggesting a direct association between a redoxin domain containing protein and c-MYC. Generally, the thioredoxin super family is mostly involved in redox and oxidative progress regulation^27,28^. The thioredoxin domain of TXNDC9 could affect the oxidative stress and generate redox imbalance in HCC cells. In addition, many studies on MYC regulation have demonstrated a direct link between redox stress and MYC activation^29^. Thus, it may be that TXNDC9 overexpression directly alters the cellular redox state of HCC, and thus affects the transcriptional activity of MYC, which leads to HCC cell proliferation. Future studies need to be done to understand the association between thioredoxins and MYC function.

In addition to downstream factors involved in TXNDC9 mediated oncogenesis in HCC, we also observed that the upstream regulator of TXNDC9 was FOXA1, JUND, and FOSL2. We demonstrated that FOXA1, JUND, and FOSL2 co-localized at the promoter of TXNDC9. All three of these transcription factors contribute mainly to transcriptional activation in cell. Indeed, we observed that knockdown of the expression of these factors led to decreased expression of TXNDC9 in HepG2 cells. The Fos gene family members dimerize with the Jun family forming the transcription factor AP-1 complex, which trans-activates the transcription of its downstream targets^30^. Here we observed that the FOSL2, a member of Fos family, and JUND, a key member of Jun family, co-localized at the promoter of TXNDC9 and activated its transcription. FOXA1, JUND, and FOSL2 have previously been demonstrated to be involved in HCC^31,32^, but their association with thioredoxin have not been discussed. Our demonstration that FOXA1, JUND, and FOSL2 directly regulate TXNDC9 suggests that their role in tumorigenesis may be based on the regulation of thioredoxin domain containing proteins.

In conclusion, the current study demonstrated that the TXNDC9 was over-expressed in HCC and the overexpressed TXNDC9 was associated with poor prognosis of HCC. In addition, the FOXA1/JUND/FOSL2-TXNDC9-MYC axis is the basis of TXNDC9 mediated oncogenesis in HCC. Finally, the potential implication of TXNDC9 as a therapeutic target in HCC should be explored in future studies.

## Electronic supplementary material

Gene set enrichment analysis on biological process invovled in TXNDC9 knockout

Supplementary Figure Legends

TXNDC9 was overexpressed in HCC

Impact of TXNDC9 on the mRNA expression of MYC partners

MG132 induced the resorted expression of genes down-regulated upon TXNDC9 knockout/knockdown

Overexpression of MYC abolished the TXNDC9-knockout induced cell apoptosis

TXNDC9 localized in the cytoplasm in HCC cells

DNA methylation of TXNDC9 were similar and rare in HCC and adjacent normal tissues

Genes differentially expressed upon TXNDC9 knockout

Gene set enrichment analysis on molecular function invovled in TXNDC9 knockout

# Supplementary material for: TXNDC9 promotes hepatocellular carcinoma progression by positive regulation of MYC-mediated transcriptional network
**Source:** Cell Death Dis. 2018 Oct 31;9(11):1110. doi: 10.1038/s41419-018-1150-4
**Supplement:** Supplementary file 2 — Supplementary Figure Legends

**Supplementary Figure Legends**

**Figure S1.** TXNDC9 was overexpressed in HCC. TXNDC9 gene expression levels were assessed from GEO database. Error bars represent the mean ± SD.

**Figure S2.** Impact of TXNDC9 on the mRNA expression of MYC partners. TXNDC9 knockout induced modest regulation of MYC partners’ mRNA. mRNA expression of MXI1, MAX, MXD1 and MAZ in TXNDC9 knockout and wild-type HepG2 cells were detected by RNA-seq. Error bars represent the mean ± SD from three independent experiments.

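MXI1 was 7.59 and 7.20 FPKM in the 2 wild-type libraries and 7.95 and 8.44 FPKM in the 2 knockout libraries, a log2 fold change of 0.15 (standard error 0.11, adjusted p = 0.283 from limma with Benjamini-Hochberg adjustment). MAX fell from 43.3 ± 1.03 to 30.1 ± 2.22 FPKM (SD, n = 2), with a log2 fold change of −0.53 (standard error 0.11) and an adjusted p of 0.00628 from the same test. MXD1 was 1.81 and 1.67 FPKM in wild-type and 3.04 and 2.87 FPKM in knockout libraries, a log2 fold change of 0.73 (standard error 0.18, adjusted p = 0.0146 from limma with Benjamini-Hochberg adjustment). MAZ fell from 172.4 ± 21.9 to 109 ± 12.3 FPKM (SD, n = 2), with a log2 fold change of −0.66 (standard error 0.15) and an adjusted p of 0.00960 from limma with Benjamini-Hochberg adjustment. None of these 4 genes changed 2-fold. With the replicate block the adjusted p-values from limma were 0.367 for MXI1, 0.00253 for MAX, 0.0210 for MXD1 and 8.45e-04 for MAZ, where same-numbered libraries correlated at −0.0904. Rescaling each library to TPM gave log2 fold changes of 0.82 for MXI1, 0.15 for MAX, 1.40 for MXD1 and 0.02 for MAZ, so that MAX and MAZ changed sign with the shift of all genes. After the correction for transcript length and GC content, chosen after seeing the data, they were −0.16, −0.20, 0.02 and 0.22, and none of the 4 had an adjusted p under 0.01 in limma. All 4 genes overlap other annotated genes.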

**Figure S3.** MG132 induced the resorted expression of genes down-regulated upon TXNDC9 knockout/knockdown.

**Figure S4.** Overexpression of MYC abolished the TXNDC9-knockout induced cell apoptosis. Cell apoptosis were determined by the expression of Annexin V.

**Figure S5.** TXNDC9 localized in the cytoplasm in HCC cells. Cytoplasmic protein and nuclear protein were isolated and subject to western blot. The Lamin B was used as the marker of the nuclear protein, and the α-tubulin was used as the marker of the cytoplasmic protein.

**Figure S6.** DNA methylation of TXNDC9 were similar and rare in HCC and adjacent normal tissues. DNA methylation of TXNDC9 in HCC and adjacent normal tissues were retrieved from the HM450 DNA methylation Chip in TCGA database.

How the deposited data were processed for this re-analysis (not part of the article)

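Polyadenylated RNA from HepG2 cells was sequenced in 4 libraries, 2 from wild-type cells and 2 from cells in which TXNDC9 had been targeted. The authors mapped the reads to hg38 with TopHat2 and deposited FPKM values per gene and library from Cuffdiff, with the average of each condition. The authors also deposited a p-value and a q-value per gene from Cuffdiff, which were used only to count the genes past their thresholds and to give single q-values. The versions of TopHat2 and Cuffdiff, the library normalization and the use of strand are not given in the paper's text. Both conditions carry the replicate numbers 1 and 2 in the sample labels, and these numbers are the only basis of the replicate block.

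The deposited table had 231916 lines, of which 57979 held values. Each identifier occurred 4 times, and the identifier on a line was not that of the symbol on it. The identifiers were put back in their order, after which 1999 of the 1999 lines read from Table S1 had the same identifier and the same averages, and 1996 had the same symbol. The other 3 symbols had become dates, as had 28 symbols in the whole table. The authors' log2 fold change column was not used, because 1920 of its cells held an error mark and 3216 were infinite. Of the identifiers, 56935 were in GENCODE release 44, from which positions, overlaps, canonical transcript lengths and GC content were taken.

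Genes with an average FPKM above 1 were compared on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, with a trend in the prior variance and Benjamini-Hochberg adjustment over the 13246 genes. A gene was called at an adjusted p under 0.01 and a fold change of at least 2. The fits used all 4 libraries without the replicate block, and the block was an alternative. With 2 libraries in each condition, no outlying library could be tested for and no other split of the libraries into groups was counted. Leaving out a library left 1 in its condition, so only values were recomputed. Because the files hold no counts, the depth is unknown, and no confidence intervals or detection floors are given.

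Gene sets were tested with fgsea 1.28.0 (10000 permutations of genes, weight 1) and with camera (correlation between genes 0.01), with Benjamini-Hochberg adjustment over 9 sets and a threshold of 0.05. The sets of the paper were not used here, and lists written from gene names stood in for them. Each set's median was compared with those of 10000 random lists, whose genes were drawn from the 50 nearest genes in mean FPKM, or in mean FPKM and length. A percentile under 2.5 or above 97.5 counted as outside the lists. The correction for transcript length and GC content fitted a loess curve (span 0.3) to each library, and it was added after the data had been seen.

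The genes named are those the paper names for HepG2 cells, the first 3 of Table S1, the 5 largest falls and the 5 largest rises among called genes whose knockout values lay on the same side of both wild-type values, and the 2 members of each set with the largest change. Any other gene was chosen after its values were seen. Other alternatives were a pseudocount of 1 or 0.01, no filter or an average FPKM above 5, an adjusted p under 0.05, rescaling to TPM, centring on the median, no trend, ranking by limma's moderated t and weight 0. Promoters ran from 2000 bases before to 200 bases after the start site. Guide matches with up to 3 mismatches were searched for in hg38 with an NGG PAM. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used.

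The steps were tested on simulated data. limma recovered 100.0% of 200 changed genes among 13112 with 0 false calls, with and without the replicate block. When a trend with transcript length was added to the 13112 simulated genes, it recovered 95% with 1474 false calls, and 100.0% with 0 false calls after the correction. In these simulations changed genes were moved well past the 2-fold threshold and drawn regardless of length, with noise independent between genes. In the real libraries 29.5% of tested genes were called, so these rates need not hold there. Loss of a true length-linked change through the correction was not simulated. The enrichment analysis gave the shifted set an adjusted p of 0.0040 by gene permutation over 13112 genes and called 0 of 20 sets without a shift. A simulated list of short genes among 10000 stood at percentile 65.1 once lists were matched on length.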

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

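All the tests in this part were chosen only after the result was seen.

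The paper does not discuss the 5 genes with the largest rise. RNVU1-15 was listed at 0 in both wild-type libraries and at 53.3 and 102 FPKM in the knockout libraries. ENSG00000227329, a processed pseudogene, was listed at 0 in both wild-type libraries and at 20.2 and 95.1 FPKM in the knockout libraries. ENSG00000267340, also a processed pseudogene, was listed at 0 in both wild-type libraries and at 12.0 and 11.2 FPKM in the knockout libraries. HOXB-AS3 had a log2 fold change of 6.35 and the noncoding ENSG00000259375 of 5.85. They drew attention as signal in genes outside those the paper discusses. Of the 5 genes, 4 overlap another annotated gene. KANTR, BRCA1 and AKAP13, which overlap ENSG00000227329, ENSG00000267340 and ENSG00000259375 and were chosen after their values were seen, had log2 fold changes of 1.92, 0.38 and 1.30. In the wild-type libraries KANTR was 1.98 and 1.34 FPKM and BRCA1 14.7 and 13.3 FPKM, while the genes within them were listed at 0. AKAP13 was 7.27 and 7.16 FPKM there, while ENSG00000259375 was 0.0503 and 0.0735 FPKM. These values go against a fixed share of the overlapping gene's reads as the source of these 3 rises. A change in which part of the overlapping gene was read was not tested, and the use of strand is not known, so the 4 rises cannot be fully told apart from reads of overlapping genes. RNVU1-15 overlaps no gene, but it has close relatives in the genome, and sharing of their reads was not tested. The processed pseudogenes ENSG00000227329 and ENSG00000267340 are only 167 and 198 nt long. Sharing of reads with the genes they were copied from was not tested either. The authors' deposited table gives a q-value of 2.52e-04 for HOXB-AS3, 0.0227 for RNVU1-15, 0.284 for ENSG00000267340, and 0.308 for both ENSG00000227329 and ENSG00000259375.

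FOS and FOSB, chosen after their values were seen, had log2 fold changes of 3.21 and 5.15 in the knockout libraries, while the paper discusses other AP-1 genes. FOS was 31.1 and 18.5 FPKM in wild-type and 223 and 224 FPKM in knockout libraries, and FOSB 0.293 and 0.250 FPKM against 13.5 and 12.6 FPKM. Transcript length and GC content did not account for this, since the log2 fold change of FOS after the correction was 3.63. Handling of the cultures before lysis could raise such genes together. The median of 22 other immediate early genes stood at percentile 96.2 among lists matched on mean FPKM, inside their middle 95%, but at 99.97 after the correction. Handling therefore cannot be excluded, and an effect of the knockout remains a hypothesis.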

How the results depend on the processing

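Of the tests in this part, those with the correction for transcript length and GC content and with lists matched on transcript length were chosen only after values of single genes had been seen. All other alternatives were set before the data were examined. For the counts, the 6 genes of the MYC comparison and the 9 gene sets, 159 values under these alternatives had the same direction and side of the threshold or stayed within the spread. Another 14 moved, 13 were weaker, 4 stronger and 6 reversed. For other named genes, without those chosen after their values were seen, 336 were the same, 6 moved, 5 were weaker, 2 stronger and 2 reversed. Under the alternatives chosen after seeing the data, 29 were the same, 4 moved, 10 were weaker, 2 stronger and 7 reversed. For the same other named genes, 65 were then the same, 9 weaker and 2 reversed. Of the genes left out of these numbers, BRCA1 went from 0.38 to −0.50 after the correction. Except where a value shows it, the cause was not tested.

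Rescaling to TPM changed 2021 lower and 1885 higher genes to 447 and 4380, and the share of higher genes from 48.3% to 90.7%. By fold change alone it changed 2353 and 2144 to 569 and 4670. An average FPKM above 5 left 1220 higher genes by limma and 1242 by fold change alone. Without a filter on low values 4162 genes were lower and 4274 higher by fold change alone. The correction left 837 lower and 903 higher genes, and 846 and 920 with the replicate block. The FPKM sums differ between conditions, and without read counts no scaling can be preferred.

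Rescaling to TPM moves all genes alike except those near 0 FPKM in a condition, such as LUZP6 (from −8.39 to −8.57). It took the median log2 fold change from −0.09 to 0.59. Falls smaller than this shift change sign, so these reversals show nothing specific to a gene. Under TPM the log2 fold changes reversed to 0.12 for TXNDC9, 0.28 for MYC, 0.15 for MAX, 0.0229 for MAZ, 0.13 for EIF4A1 and 0.29 for TXNDC5. MXI1 (0.82) and MXD1 (1.40) then passed the threshold. With the replicate block TXNDC9, at −0.55, passed it. Without the trend MXD1 (0.73) passed it, while MAX (−0.53) and MAZ (−0.66) did not, and MAZ centred on the median (−0.57) did not. After the correction, with and without the replicate block, MYC (−0.59) passed it, MAX (−0.20) did not, and MXI1 (−0.16), MAZ (0.22) and JUND (0.0031) reversed.

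Among lists matched on mean FPKM, MYC targets V1 stood at percentile 100.0, V2 at 4.42, rRNA-binding proteins at 17.8, oxidative phosphorylation at 4.10 and complex I at 4.32. With locus length added, V1 stood at 100.0, V2 at 14.3, ribosomal proteins at 27.9, rRNA-binding proteins at 23.5, oxidative phosphorylation at 14.3, complex I at 4.35 and the wider phosphatidylinositol 3 kinase list at 95.8. With transcript length added, V1 stood at 99.7, ribosomal proteins at 26.5, rRNA-binding proteins at 31.1, oxidative phosphorylation at 91.7, complex I at 82.8, the PIK3 family at 94.1 and the wider list at 79.5. After the correction the PIK3 family no longer passed the threshold, with a score of 0.768 (adjusted p = 0.752 by gene permutation). Camera then gave adjusted p-values of 0.122 without and 0.0997 with the replicate block. As deposited, the adjusted p was 0.00679 by gene permutation. Of its 10 tested genes, 8 were still higher after the correction and 2 lower, with a median log2 fold change of 0.48. The wider list had a score of 1.20 (adjusted p = 0.254 by gene permutation) after the correction. Camera still gave it adjusted p-values of 0.00621 without and 0.00556 with the replicate block. The 7 sets of lower genes kept an adjusted p under 0.05 in the enrichment analysis and in camera after the correction.

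With each library left out in turn, scores ranged from −2.11 to −1.99 for V1, −3.02 to −2.89 for ribosomal proteins, −2.29 to −2.09 for ribosome biogenesis, −2.54 to −2.41 for rRNA-binding proteins and 1.76 to 1.79 for the PIK3 family.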

Differences from the paper's values

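None of the values in this part rests on a test of a cause. The paper's gene sets were not used here, so each score below compares a stand-in list with the paper's set, and the difference was judged against the spread of the scores of single pairs of libraries.

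For MYC targets V1 the normalized enrichment score was −2.07, against the paper's about −2.0 in Fig. 5a, read by eye. Of the alternatives set before the data were examined, some came within the spread of single pairs of libraries from that value. These were ranking by limma's moderated t (−2.05) and leaving out wild-type replicate 1 (−2.01) or knockout replicate 1 (−1.99). Weight 0, an average FPKM above 5, a pseudocount of 1 and leaving out wild-type or knockout replicate 2 did not. That spread covers neither the error of reading by eye nor the change of gene list, so no difference is shown for V1. For rRNA binding the score was −2.50 against the paper's −2.26, and none of the alternatives set before the data were examined closed the gap. For NAD(P)H quinone oxidoreductase activity, where complex I stood in, it was −2.30 against the paper's −2.16, and of those alternatives an average FPKM above 5 (−2.18) closed the gap and the others did not. For phosphatidylinositol 3 kinase activity the wider list scored 2.09 against the paper's 2.21. Ranking by limma's moderated t (2.15), weight 0 (2.16), an average FPKM above 5 and a pseudocount of 1 (2.15) closed this gap, and leaving out each library in turn did not. For ribosome biogenesis the score was −2.23 against the paper's −2.65. None of the alternatives set before the data were examined closed it, and the correction for transcript length and GC content, chosen after seeing the values, gave −2.65. For oxidative phosphorylation the score was −2.67 against the paper's −2.44, and none of the alternatives set before the data were examined closed the gap. For the other sets the correction gave −2.35 for MYC targets V1, −2.14 for rRNA binding and −1.89 for complex I. It gave 1.20 for the wider list and −2.11 for oxidative phosphorylation. Among these other sets, only the score for rRNA binding came nearer to the paper's.

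The paper states that the guides target the first exon of TXNDC9. Both guide sites lay in exon 2 of the canonical transcript, which is its first coding exon. The paper's methods give a q-value threshold of 0.01. The authors' deposited table holds 1596 lower and 1601 higher genes past it, and 1783 and 1761 at a q-value under 0.05, where the paper's text gives 1783 and 1758. Of the 1783 lower genes in Table S1, 187 had a q-value of 0.01 or more. DDX41 stands first in Table S1, but its adjusted p from limma with Benjamini-Hochberg adjustment was 0.0446 here. With the replicate block, one of the alternatives set before the data were examined, it was 0.00201.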

Other observations

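Of the 18 tests in the closing section, 10 were chosen only after the result was seen: those on transcript length and GC content across genes, on ACTB and GAPDH, DDX41, FOS and FOSB, the largest rises, the ID genes, and on the correction in the PIK3 family. Another 4, which use transcript length or the correction for the ribosomal proteins, MYC targets V2 and the PIK3 family, were chosen after values of single genes, ribosomal proteins among them, had been seen, and before these percentiles were computed.

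The rise of the log2 fold change with transcript length may be a property of the libraries. The ratio of the wild-type replicates, in which no gene was targeted, also had a Spearman correlation with transcript length across genes, of −0.325, and with GC content of 0.119. Genes are not independent replicates. The knockout replicates differed less along length, with a correlation of −0.0625. Between conditions the relation was stronger than between replicates, and an effect of the knockout on long and short transcripts was not excluded.

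For the ribosomal proteins, the median stood at percentile 26.5 among lists matched on mean FPKM and transcript length, although those lists held less expressed genes. It stood at 27.9 with locus length in place of transcript length, and both tests leave length as a candidate explanation. After the correction it stood at 0.28 among lists matched on mean FPKM, against 0.15 before it, which goes against length and GC content as the full explanation. Ribosome biogenesis factors stood at percentile 0.05 among lists matched on mean FPKM and below all lists matched also on transcript length. The PIK3 family stood at percentile 94.1 among lists matched on transcript length and at 96.5 after the correction, both within the middle 95% of lists. Transcript length and GC content may therefore account for its rise. With locus length in place of transcript length it stood at 97.9, just outside the middle 95%. For the wider phosphatidylinositol 3 kinase list the percentile after the correction was 98.7, outside the middle 95%, but it was 79.6 with lists matched on transcript length and 95.8 with locus length, and the corrected score of 1.20 had an adjusted p of 0.254 by gene permutation, so these tests did not settle the matter there. For MYC targets V2, the tests of transcript length (percentile 0.25) and GC content (percentile 0.38 after the correction) left the set below the lists, while lists matched on mean FPKM alone (4.42) or with locus length (14.3) did not. Centring moves all genes alike, so the centred median of −0.68 does not decide whether library scaling accounts for the direction, and the fall is known only relative to the other genes. MYC targets V1 stayed above lists matched on transcript length, at percentile 99.7. With corrected values and lists matched on mean FPKM, V1 stood at 4.75, inside the middle 95% and no longer above the lists. That V2 targets fall through the loss of TXNDC9 remains a hypothesis, since library scaling remains open and 2 libraries per condition were compared.

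Promoters of lower genes held the E-box CACGTG in 36.1% of 1663 genes, above all lists of unchanged genes matched on mean FPKM (percentile 100.0). When promoter GC content was matched as well, the percentile was 91.0, so promoter GC content may account for the excess. Among higher genes the share was 30.7% of 1585. Genes of S phase (median log2 fold change −0.0350) and of G2 and M phase (0.0842) stood at percentiles 98.4 and 99.9 among lists matched on mean FPKM, and after the correction at 77.6 and 40.7, inside the lists. Neither set stood below its matched lists. After the correction the medians were −0.0591 for S phase and −0.173 for G2 and M phase. Most matched lists then lay between −0.332 and 0.0528 for S phase, and between −0.327 and 0.0375 for G2 and M phase. A fall within that spread could not be seen. The paper reports slower growth and cell cycle arrest in the knockout cells. These medians do not measure the share of cycling cells, so they do not decide whether it fell.

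ACTB and GAPDH, which serve as reference genes in RT-qPCR, had log2 fold changes of −1.28 and −1.20. Their mean was −0.504 after the correction, just past a bound of −0.5 that was chosen after the values were seen, so length and GC content may account for part of the fall. It was −0.562 after rescaling to TPM, which moves all genes not near 0 FPKM alike and so does not decide whether scaling accounts for the fall. Relative to ACTB, SRM was 0.534 and PES1 0.775 times as high in knockout as in wild-type libraries, DUSP2 0.726 and WDR74 0.974 (0.896 to 1.06 over pairs of libraries).

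DDX41 was 3257 and 143 FPKM in the wild-type libraries and 46.3 and 47.8 FPKM in the knockout libraries. Without wild-type replicate 1 its log2 fold change was −1.61, against −3.86 with it, so most of the fall may rest on a single library. CTD-2369P2.12 had a log2 fold change of −4.78 and NDUFA4L2 of −4.55. ID1, ID2 and ID3, chosen after their values were seen, had log2 fold changes of −3.43, −2.30 and −2.99. After the correction they were −2.43, −1.93 and −2.01, so length and GC content may account for part of these falls but not for all.

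Of the 19 genes the paper names, 13 had an adjusted p under 0.01 from limma with Benjamini-Hochberg adjustment over the list, and 13 over all genes tested. SRM, DUSP2, WDR74 and PES1 had log2 fold changes of −2.19, −1.74, −1.32 and −1.65. After the correction DUSP2 had −0.71 and PES1 −1.07, both still past the threshold. WDR74 then had −0.34 and no longer passed it. EIF3B had −0.87, CDK4 −0.73 and EIF4A1 −0.55. Rescaling to TPM gave −0.19, −0.0501 and 0.13, of which none passed the threshold, and EIF4A1 passed it only with the replicate block (adjusted p = 0.00976 from limma with Benjamini-Hochberg adjustment, and up to 0.161 under the other alternatives). FOXA1 had 1.14, FOSL2 0.62 and JUND −1.14, which the correction moved to 1.07, 0.26 and 0.0031. After the correction CDK4, FOXA1, FOSL2 and JUND no longer passed the threshold, and without the trend CDK4, FOXA1 and FOSL2 did not. TXNDC5 had −0.39, and 0.29 after rescaling to TPM. TXN, TXN2, TXNRD1 and H19, chosen after their values were seen, had −0.97, −1.06, 1.31 and −1.98. Besides their targets, the guides had 57 sites with up to 3 mismatches. Of 19 tested genes that hold such a site, 31.6% were called, against 29.5% of all tested genes.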
